# Early-life stress lastingly impacts microglial transcriptome and function under basal and immune-challenged conditions

**DOI:** 10.1038/s41398-022-02265-6

**Published:** 2022-12-08

**Authors:** Kitty Reemst, Laura Kracht, Janssen M. Kotah, Reza Rahimian, Astrid A. S. van Irsen, Gonzalo Congrains Sotomayor, Laura N. Verboon, Nieske Brouwer, Sophie Simard, Gustavo Turecki, Naguib Mechawar, Susanne M. Kooistra, Bart J. L. Eggen, Aniko Korosi

**Keywords:** Molecular neuroscience, Depression

## Abstract

Early-life stress (ELS) leads to increased vulnerability to psychiatric disorders including depression later in life. Neuroinflammatory processes have been implicated in ELS-induced negative health outcomes, but how ELS impacts microglia, the main tissue-resident macrophages of the central nervous system, is unknown. Here, we determined the effects of ELS-induced by limited bedding and nesting material during the first week of life (postnatal days [P]2–9) on microglial (i) morphology; (ii) hippocampal gene expression; and (iii) synaptosome phagocytic capacity in male pups (P9) and adult (P200) mice. The hippocampus of ELS-exposed adult mice displayed altered proportions of morphological subtypes of microglia, as well as microglial transcriptomic changes related to the tumor necrosis factor response and protein ubiquitination. ELS exposure leads to distinct gene expression profiles during microglial development from P9 to P200 and in response to an LPS challenge at P200. Functionally, synaptosomes from ELS-exposed mice were phagocytosed less by age-matched microglia. At P200, but not P9, ELS microglia showed reduced synaptosome phagocytic capacity when compared to control microglia. Lastly, we confirmed the ELS-induced increased expression of the phagocytosis-related gene *GAS6* that we observed in mice, in the dentate gyrus of individuals with a history of child abuse using in situ hybridization. These findings reveal persistent effects of ELS on microglial function and suggest that altered microglial phagocytic capacity is a key contributor to ELS-induced phenotypes.

## Introduction

Exposure to early-life stress (ELS) has long-lasting effects on brain structure and function and increases the risk for psychiatric illness later in life [1–3]. Human and rodent studies have demonstrated that stress during sensitive developmental periods impacts mood [2–5], cognition [6–10], and the neuroimmune system [11–16].

While the mechanisms for early-life programming of later-life health remain poorly understood, there is increasing evidence that long-term impact on the neuroimmune systems and microglia in particular might contribute to these effects [17, 18]. Microglia are innate immune cells in the brain parenchyma that can respond to environmental cues such as stress by means of cytokine release and phagocytosis [19–22] and are crucial for proper brain development and function by, e.g., synaptic pruning [23–25].

There is ample evidence from maternal inflammation and early-life infection studies in rodents that early experiences can enduringly change microglial phenotypes [26]. This is thought to be mediated via epigenetic mechanisms that reinforce microglial training or desensitization, i.e. hyper- or hyposensitivity, towards secondary inflammatory challenges in later life [15, 27–32]. Considering the well-documented interactions between stress and inflammation [33–35], ELS might, similarly, program microglia [36, 37]. In fact, we and others have previously shown age-dependent effects of ELS on microglia that are largely based on morphological characterization at basal [14, 38, 39] and challenged states, e.g., in response to amyloid-β pathology [14]. While transcriptomic studies of microglia in the context of ELS are rare, microglial gene expression profiling shortly after postnatal stress revealed ELS-induced alterations in chemotactic and phagocytic processes [13]. However, a thorough understanding of ELS’ short and long-term impact on microglial gene expression and function, and whether such changes also occur in the human brain is currently lacking. Therefore, we studied (1) the immediate effects of ELS on microglial gene expression; (2) the long-term effects of ELS on microglial morphology and gene expression profile in mice, in basal and immune-challenged states, in order to unmask potentially latent impacts of ELS; (3) the implications of these alterations for microglial phagocytic capacity; and (4) whether one of our target genes is similarly altered in the human condition.

We here demonstrate for the first time that ELS leads to long-term changes in the microglial transcriptome at P200, modifies the trajectory of gene expression changes during development and in response to LPS, and reduces microglial phagocytosis of synapses at P9 and P200. Finally, we validate in a post-mortem human cohort that *GAS6*, a phagocytosis-related gene found upregulated in ELS mice, is also increased in the hippocampal microglia of individuals with a history of child abuse.

## Materials and methods

### Experimental design, breeding, and early-life stress model

To determine the acute and long-term effects of ELS on microglia, we exposed seven different cohorts of mice to ELS or control (CTR) conditions from postnatal days (P)2 to P9 via the limited bedding and nesting model (see Supplementary Methods). We confirmed across the generated cohorts for this study the reduction in body weight gain between P2 and P9 in ELS-exposed mice (Fig. S1A) [38, 40]. Male mice were used in all experiments.

Cohort 1 was used for morphological characterization of microglia 24 hours after PBS or LPS (5 mg/kg) injection at the age of 3–5 months (*CTR-PBS*: *n* = 5*, ELS-PBS*: *n* = 4*, CTR-LPS*: *n* = 10*, ELS-LPS*: *n* = 6). Cohort 2 was sacrificed at P9, while cohort 3 was allowed to mature until P200 and injected with either PBS or LPS (1 mg/kg). Microglia from cohorts 2 and 3 were isolated for transcriptomic characterization (*P9-CTR:* *n* = 12*, P9-ELS:* *n* = 12*, P200-CTR-PBS:* *n* = 7*, P200-ELS-PBS:* *n* = 6*, P200-CTR-LPS*: *n* = 7*, P200-ELS-LPS*: *n* = 5, Fig. 1A).

**Fig. 1:**
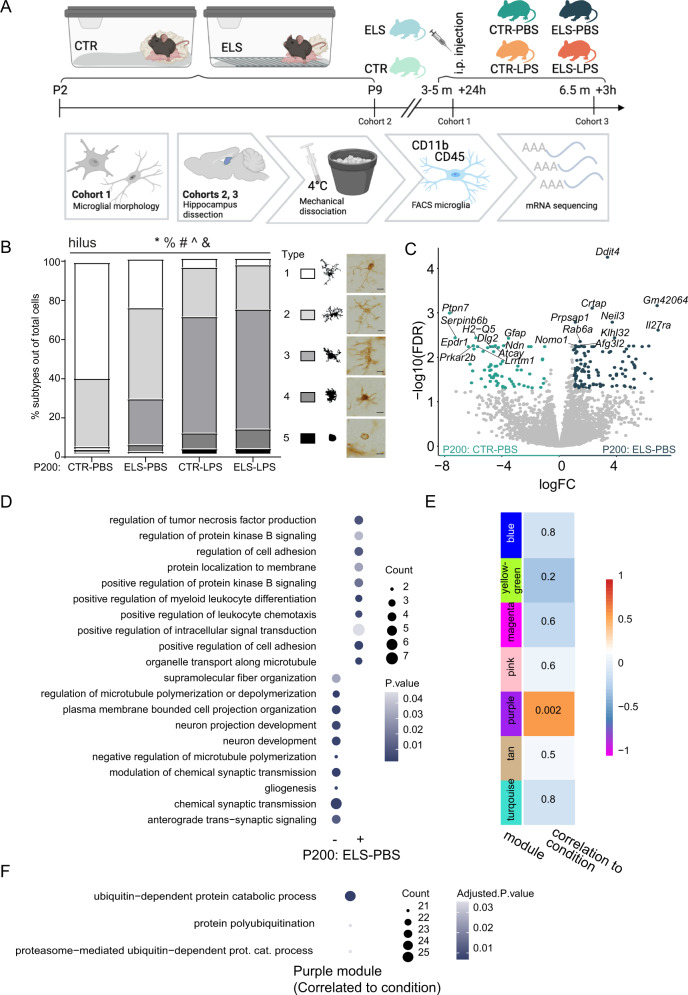
ELS exerts long-term, but no immediate effects on the microglia transcriptome. **A** Overview of the experimental design for the microglia morphometric and transcriptomic analysis (cohorts 1, 2, and 3): from P2 to P9 mice were exposed to limited bedding and nesting material resulting in early-life stress. Control mice were left undisturbed. For the morphological analysis of microglia (cohort 1), mice received an i.p. injection with LPS (5 mg/kg) at 3–5 months (CTR-PBS (*n* = 5), ELS-PBS (*n* = 4), CTR-LPS (*n* = 10), ELS-LPS (*n* = 6) and were sacrificed 24 h later. Two other cohorts were created for transcriptomic analysis of microglia. Cohort 2 was sacrificed immediately after ELS at P9 (P9-CTR (*n* = 12), P9-ELS (*n* = 13)) and cohort 3 was left undisturbed until P200, when they received an i.p. injection with PBS or LPS (1 mg/kg) (P200-CTR-PBS (*n* = 7), P200-ELS-PBS (*n* = 6), P200-CTR-LPS (*n* = 7), P200-ELS-LPS (*n* = 5) and were sacrificed 3 hours later. From cohort 2 and 3, hippocampi were dissected, microglia were FACS-purified, and expression profiled. Created with BioRender.com. **B** Effects of condition (CTR/ELS) and treatment (PBS/LPS) on the proportion of morphological microglia subtypes in the hilus of 3–5 months mice, including representative images of morphological Iba1+ subtypes. Objective ×40, scale bar = 10 µm. General Linear Model Multivariate test, *: main effect treatment, %: interaction effect treatment*condition, #: treatment effect for subtype 1, 3, and 4, ^: condition effect for subtype 1, &: interaction treatment*condition for subtype 1. *p* < 0.05. Stacked bar plot depicts the average proportion of each cell type per group. **C** Volcano plot depicting differentially expressed genes between P200: ELS-PBS and P200: CTR-PBS (logFC < />1, FDR < 0.05). Each dot represents a gene. Significantly more abundant genes in P200: CTR-PBS are marked in turquoise and significantly more abundant genes in P200: ELS-PBS are marked in dark turquoise. The 10 most enriched genes in each condition are labeled. **D** Gene ontology (GO) analysis of relatively lower (−) and abundant (+) significant genes in P200: ELS-PBS when compared to P200: CTR-PBS. Top 10 significantly enriched GO terms (*p* < 0.05) based on gene count are depicted (Table S5). **E** Pearson correlation of modules detected with weighted gene co-expression network analysis and condition (ELS/CTR). *P* value is indicated as number and *R*^2^ as color for each correlation. **F** Significantly enriched GO terms associated with the pink module genes (adjusted *p* value < 0.05, Table S7). CTR control, ELS early-life stress, GO gene ontology, h hours, LPS lipopolysaccharide, m months, PBS phosphate-buffered saline.

For a functional readout of microglial function, we extracted microglia from cohorts 4 and 5, which were kept until P9 or P200, respectively (P9-*CTR*: *n* = 8*, P9-ELS*: *n* = 12*, P200-CTR*: *n* = 8*, P200-ELS*: *n* = 3). The extracted microglia were incubated with age-matched synapses isolated from cohorts 6 and 7, which were sacrificed at P9 and P150, respectively (P9-*CTR-synapses*: *n* = 12*, P9-ELS-synapses*: *n* = 11*, P150-CTR-synapses*: *n* = 8*, P150-ELS-synapses*: *n* = 7).

Power calculations were based on previously reported experiments [14, 41, 42]. All experimental procedures were conducted according to the Dutch national law and European Union directives on animal experiments and were approved by the Animal Welfare Body of the University of Amsterdam.

### Lipopolysaccharide injection

Adult mice were intraperitoneally (i.p.) injected with either Dulbecco’s Phosphate-Buffered Saline (PBS, Sigma-Aldrich D8537) or lipopolysaccharide (LPS, Sigma-Aldrich, E. coli, O111:B4, L4391) dissolved in PBS at a dose of 5 mg/kg (cohort 1) or 1 mg/kg (cohort 3) body weight. Twenty-four (cohort 1) or three hours (cohort 3) after injection, blood was collected via tail cuts, and mice were sacrificed with i.p. euthasol injection and transcardial perfusion.

### Cytokine cytometric bead assay

Plasma protein concentrations of IFNγ, IL-6, IL-10, IL12p70, MCP-1, and TNF were measured in PBS- and LPS-injected mice at P200 (cohort 4), using a mouse inflammation kit, BD Cytometric Bead Assay (BS Bioscience, Vianen, the Netherlands), according to manufacturer’s instructions. Samples were acquired on the flow cytometer, LSR Fortessa. Data were analyzed using a two-tailed two-way analysis of variance (ANOVA) after checking for homogeneity of variance and normality.

### Immunohistochemistry

Microglia were detected in free-floating paraformaldehyde-perfused brain tissue by targeting ionized calcium-binding adaptor molecule 1 *(*rabbit anti-IBA1, 019–19741, Wako, see Supplementary Methods for detailed immunohistochemistry protocol*)*.

Morphological analysis was done at ×10 magnification on a Nikon Eclipse Ni-E microscope. Cell density was obtained by counting the number of IBA1^+^ cell bodies in the dentate gyrus and cornu ammonis and normalizing to total area, while coverage was measured by dividing the thresholded IBA1 signal by the total area. Microglia in the hilus of the dentate gyrus and the stratum lacunosum-moleculare of the cornu ammonis were classified into five morphological phenotypes as previously described [14, 16, 43].

After checking for homogeneity of variance and normality, coverage and density data were analyzed using a two-tailed two-way ANOVA, while the morphological subtypes were analyzed with a general linear multivariate model, all using SPSS 25 (IBM software) and graphed using ggplot2 (v3.3.3.9000) [44] in R. Data were considered statistically significant when *p* < 0.05.

### Microglia isolation and mRNA sequencing

Microglia were isolated from left and right hippocampi of saline-perfused mice as described [45]. Briefly, after mechanical dissociation and myelin removal in adult (but not P9) brains using Percoll (Cytiva, 17–5445–02), cells were incubated with a blocker for the mouse Fc Receptor (5 µg/ml, eBioscience, 14–0161) for 15 min. Afterwards, cells were stained with anti-mouse CD11b-PE (1.2 µg/ml, eBioscience, 12–0112) and anti-mouse CD45-FITC (2.5 µg/ml, eBioscience, 11–0451) for 30 min. Shortly before cell sorting, DAPI (0.15 µg/ml, Biolegend, 422801) and DRAQ5 (2 µM, Thermo Scientific, 62251) were added to the cell suspension. Single, viable (DAPI^-^, DRAQ5^+^) microglia (CD45^int^, CD11b^+^) were sorted with the Beckman Coulter MoFlo XDP and were collected in 350 µl RNA lysis buffer (Qiagen, 1053393), and stored at −80 °C until further use. Following RNA isolation, mRNA sequencing, and sequence alignment after quality check, bioinformatic analyses were performed in RStudio (v4.0.2). Differential gene expression was determined by a log-fold change of 0.1 and FDR < 0.05. Gene ontology analysis was performed using enrichR (v3.0) [46] based on the “GO_Biological_Process_2021” database. Of the cited GO terms distinctly overrepresented in CTR or ELS groups, we also highlighted their associated genes; for terms with >4 associated genes, the top 5 are listed based on absolute logFC (see Supplementary Methods for further details on microglia isolation, mRNA sequencing, and downstream analyses).

### Ex vivo synaptosome phagocytosis assay

We adapted a flow cytometry-based ex vivo phagocytosis assay [42]. After sacrifice via rapid decapitation, microglia were enriched from whole brains (P9) or half brains from the cortex until the midbrain (P200) using an isotonic Percoll gradient (Supplementary Methods). We incubated 50,000 (P9) or 80,000 (P200) cells with age-matched hippocampal synaptosomes from P9 (1.2 µg) or P150 (2 µg) mice in 300 µl DMEM-F12. We used one tube per mouse as negative control to ensure signal specificity. Synaptosomes were extracted based on a published protocol [47] (Supplementary Methods), and were conjugated to pHrodo-red (P36600, Invitrogen) according to manufacturer instructions. Staining was performed by first blocking the mouse Fc Receptor (5 µg/ml, eBioscience, 14–0161) for 15 min and then by incubating with anti-mouse CD11b-APC (1 µg/ml, eBioscience, 17–0112–82) for 30 min. DAPI (0.15 µg/ml, Biolegend, 422801) was added before flow cytometry analysis using the BD FACS Diva (BD Biosciences).

Approximately 1500 DAPI^−^/CD11b^+^ cells were recorded per tube, and phagocytosis was defined as the proportion of CD11b^+^pHrodo^+^ cells divided by the total number of DAPI^−^/CD11b^+^ cells. Data analysis was done using a mixed linear model using the *nlme* package in R [48], correcting for the seeding of multiple tubes from each animal, as well as nest effects in P9 samples. The normality of the residuals was inspected by generating a quantile-quantile plot in R.

### Human cohort and fluorescent in situ hybridization in post-mortem human hippocampus

Fresh-frozen hippocampal tissue, from well-characterized age-matched adult males, (depressed suicides with a history of child abuse, *n* = 7, and matched sudden-death controls, *n* = 6) were obtained from the Douglas-Bell Canada Brain Bank (Montreal, Canada). Characterization of early-life histories was based on adapted Childhood Experience of Care and Abuse interviews assessing experiences of sexual and physical abuse (see Supplementary Methods for further details on human cohort). Group characteristics can be found in Table S1, together with correlations between covariates (age, post-mortem interval (PMI), pH, substance dependence, and medication) and the variables measured in this study.

Hippocampal tissues were cut into 10 µm-thick sections with a cryostat and collected on Superfrost charged slides. In situ hybridization was performed for Hs-TMEM119 and Hs-GAS6 using Advanced Cell Diagnostics RNAscope® probes and reagents following the manufacturer’s instructions (see Supplementary Methods for further details). Sections were imaged using Olympus VS120 virtual slide microscope at ×20 magnification. Dentate gyrus area was demarcated manually and QuPath (v0.3.2) [49] was employed for automated cell detection based on DAPI (Vector Laboratories) staining and RNAscope signal quantification. For each probe, cells bearing three or more fluorescence puncta were counted as positive. Data were analyzed using a two-sided *T* test after testing for homogeneity of variance and normality.

## Results

### Morphological characterization of hippocampal microglia from ELS-exposed mice under basal and immune-challenged conditions

Microglia can adapt a range of morphologies in response to homeostatic disbalance [16, 50, 51]. We determined the effect of ELS on microglia density, coverage, and morphology in subregions of the hippocampus of adult mice under basal conditions and in response to LPS (Fig. 1A). ELS exposure did not affect IBA1^+^ cell numbers or coverage in the dentate gyrus and the cornus ammonis subregions (Fig. S1B). However, LPS increased IBA1^+^ cell density in both areas (DG: *F* = 27.179, *p* < 0.001; CA: *F* = 23.821, *p* < 0.001,) and reduced IBA1^+^ coverage especially in the dentate gyrus (*F* = 5.528, *p* = 0.028; cornus ammonis: *F* = 4.223, *p* = 0.053, Fig. S1C).

To further investigate microglial morphology, we characterized microglial subtypes [16, 43, 52] in the hilus (Fig. 1B) and stratum lacunosum-moleculare (SLM, Fig. S1D). We identified two main morphological subtypes in PBS-injected mice, characterized by either a small cell soma and long-branched ramifications (type 1) or a larger cell soma and thicker, branched ramifications (type 2). In PBS-injected animals, ELS decreased the proportion of type 1 microglia in the hilus (interaction treatment*condition: *F* = 9.621, *p* = 0.006; main effect condition: *F* = 11.135, *p* = 0.003) and SLM (main effect condition: *F* = 8.606, *p* = 0.008). Additionally, two other subtypes (type 3 and 4) were observed mostly in ELS mice, characterized by fewer ramifications and larger cell bodies than subtypes 1 and 2. Number of Type 3 microglia was increased by ELS in PBS-injected mice in both regions (Figs. 1B, S1D).

LPS significantly affected the proportions of morphological subtypes in the hilus (GLM main effect treatment, *F* = 8.386, *p* < 0.001, Fig. 1B) and SLM (GLM main effect treatment, *F* = 8.386, *p* < 0.001, Fig. S1D), with modulation by ELS in the hilus (GLM interaction effect treatment*condition, *F* = 3.181, *p* = 0.035, Fig. 1B). LPS reduced type 1 microglia in the hilus (*F* = 49.442, *p* < 0.001) and SLM (F = 50.609, *p* < 0.001) and increased type 3 (hilus: *F* = 20.789, *p* < 0.001; SLM: *F* = 33.000, *p* < 0.001) and type 4 (hilus: *F* = 8.537, *p* = 0.008; SLM: *F* = 5.719, *p* = 0.027) microglia regardless of early-life condition. A fifth subtype, characterized by an ameboid morphology, was also detected in some LPS-injected mice (*F* = 3.171, *P* = 0.090) (Figs. 1B, S1D).

In summary, under basal conditions ELS altered the proportion of morphological subtypes associated with immune reactivity. Expectedly, LPS treatment also induced a morphological profile associated with inflammation, independent of early-life condition. In this experiment, a relatively high LPS dose was used (5 mg/kg, i.p.), which might have overruled the potentially subtler effects of ELS on microglia. To better detect these modulatory effects of ELS on LPS responses, we used a dose of 1 mg/kg LPS for the transcriptomic experiment.

### ELS impacts the microglia transcriptome on the long-term at P200 but not immediately after stress exposure at P9

To determine the acute (P9) and long-term (P200) effects of ELS and LPS on microglial gene expression, we performed mRNA sequencing on purified hippocampal microglia (Figs. 1A, S2A). 

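Microglia were sorted from the hippocampus of 50 male mice as CD45int CD11b+ cells, and poly-A RNA of each mouse was sequenced as 1 library. The groups were P9-CTR (n = 12), P9-ELS (n = 13), P200-CTR-PBS (n = 7), P200-CTR-LPS (n = 7), P200-ELS-PBS (n = 6) and P200-ELS-LPS (n = 5). The P200 mice received LPS, a bacterial cell wall component that activates innate immunity, or PBS. The authors aligned the reads with STAR to GRCm39 and counted them per Ensembl gene with HTSeq, and they deposited these raw counts without normalization. The total count per mouse ranged from 13605733 to 31020979 with a median of 18745239 in P9-CTR, and from 5152838 to 36031616 with a median of 20988125 in P9-ELS. It ranged from 13996535 to 28616316 (median 21896211) in CTR-PBS and from 18257922 to 34990227 (median 22304746) in ELS-PBS. A count above 0 was found for 12482 and 15731 genes in 2 P9-ELS mice, against 18015 to 20093 in the others of that group, and for 12854 genes in 1 CTR-PBS mouse, against 17424 to 19727 in the others. No pair of mice of a group had counts that differed by no more than sampling noise. From the counts, log2 CPM (counts normalized for library size by edgeR's TMM method) was computed, and groups were compared with edgeR's quasi-likelihood test in 1 model of the 6 group means. Genes with at least 1 CPM in more than 2 mice were tested, which left 16696 of 53700 genes. A gene counted as a differentially expressed gene (DEG) with an adjusted p (Benjamini-Hochberg) under 0.05 and a log2 fold change above 1 or under -1. The mouse labels hold a number before the point that was treated as the nest. The numbers at P9 and at P200 were taken as separate series, since the number 17 is CTR at P9 and ELS at P200. Within an age each nest belonged to 1 early-life condition, so that differences between nests and between conditions overlap in part. Choices that could change the numbers are the test, the filter on low counts and the mice that share 1 estimate of the spread.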

We confirmed the purity of sorted microglia by the high expression of microglial signature genes, but not of other brain cell types (Fig. S2B, Table S2). 

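The paper's lists of 1000 genes per brain cell type were averaged in each mouse as log2 CPM over the tested genes. The microglia list had a mean of 7.39 ± 0.13 (SD, n = 50 mice), the endothelial list 5.43 ± 0.27 and the list of oligodendrocyte precursor cells 5.39 ± 0.47. The oligodendrocyte list was at 5.195 ± 0.341, the astrocyte list at 4.99 ± 0.49 and the neuron list at 4.64 ± 0.61. In every mouse the microglia list was above the highest other list, by 1.29 to 2.35 with a mean of 1.87 ± 0.37. The lists share many genes, and the difference moved most when only genes found in a single list were used, where it was 3.97 ± 0.81. The neuron list was higher at P9 (5.33 ± 0.15 in CTR, n = 12) than at P200 (4.03 ± 0.21 in CTR-PBS, n = 7).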

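Principal components of log2 CPM were computed over the tested genes, and the first 6 were correlated with age, treatment (LPS or not) and condition in all 50 mice. These 18 correlations form 1 family for the Benjamini-Hochberg adjustment, and p is two-sided from 100000 permutations, whose smallest value is 1e-05. The first component held 36.9% of the variance, and its correlation with age had a Pearson r of 0.989 (R² = 0.978, adjusted p = 6e-05) and a Spearman rho of 0.866 (p = 1e-05). Without the 2 mice farthest from the median R² was again 0.978. Treatment was most strongly related to the third component (r = 0.66, R² = 0.435, adjusted p = 6e-05, rho = 0.672 with p = 1e-05), where R² was 0.545 without the 2 farthest mice. For the second component and treatment, r was 0.366 (R² = 0.134, adjusted p = 0.045, rho = 0.652 with p = 1e-05), with an R² of 0.236 without the 2 farthest mice. LPS was given only at P200, so that treatment was also related to the first component (R² = 0.368). Condition had its largest R² of 0.079 with the sixth component (r = 0.28, permutation p = 0.0461, adjusted p = 0.138, rho = 0.227 with p = 0.115), and 0.037 remained without the 2 farthest mice. The value for treatment moved most when only the P200 mice were used, to an R² of 0.66 with their first component.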

Correlation analysis of the first six principal components (PC) with the experimental variables revealed “age” as the main source of variability in the dataset (with PC1, *R*² = 0.97, FDR < 0.001), followed by “treatment” (with PC2, *R*² = 0.23, FDR < 0.01; with PC3, *R*² = 0.67, FDR < 0.001), and “condition” (with PC6, *R*² = 0.15, FDR < 0.05; Fig. S2C).

When comparing microglial transcriptomes between CTR and ELS-exposed animals at P9, almost no transcriptional changes were found. 

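Between P9-ELS and P9-CTR mice, 0 of 16696 genes passed both thresholds in edgeR's quasi-likelihood test. At an unadjusted p under 0.05 there were 914 genes. With edgeR's likelihood-ratio test in its place, 1 gene passed.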

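Triggering receptor expressed on myeloid cells 1 (Trem1, ENSMUSG00000042265) lies on chromosome 17 of GRCm39 from 48539784 to 48553952. Its log2 fold change between P9-ELS (n = 13) and P9-CTR (n = 12) was 5.45 (standard error 1.20), with an unadjusted p of 5.27e-05 and an adjusted p of 0.382 from edgeR's quasi-likelihood test. The adjusted p was 0.00662 in edgeR's likelihood-ratio test. The gene was listed with 0 counts in all 12 P9-CTR mice.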

Only one differentially expressed gene (DEG) was detected, triggering receptor expressed on myeloid cells (*Trem1*) (logFC </>1, FDR < 0.05, Fig. S2D, Table S3). This gene was however differentially expressed in only 3 out of a total of 13 ELS-exposed mice (Fig. S2E) and was therefore not considered biologically relevant for ELS.

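Counts of Trem1 above 0 were found in 3 of 13 P9-ELS mice, at 0.339, 1.32 and 1.49 CPM, and 2 of these mice came from the same nest. The highest count was 31. The mean over the P9-ELS mice was 0.2423 ± 0.5257 CPM (SD, n = 13), and a permutation of the 25 mice gave p = 0.248 (two-sided) for the difference in mean CPM.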

In adulthood, we detected 186 DEGs when comparing gene expression profiles of CTR and ELS-exposed animals at basal state, injected with PBS (*P200: ELS-PBS* versus *P200: CTR-PBS)*, (Fig. 1C, Table S4). 

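Between ELS-PBS (n = 6) and CTR-PBS (n = 7) mice, 26 genes passed both thresholds, of which 19 were higher and 7 lower in ELS-PBS. At an unadjusted p under 0.05 there were 1622 genes. The number depended on the test, and edgeR's likelihood-ratio test called 191 genes, including the 26, while DESeq2's test with its size factors called 148. It was 0 when only the groups compared were fitted. All 186 genes of the paper's Table S4 were found in the files and 184 were tested. The 184 had the same direction as in that table, and 25 of them passed in the quasi-likelihood test and 175 in the likelihood-ratio test. When a DEG list is tested on the data it was drawn from, a shared direction is fixed in advance.

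**Figure D1:**
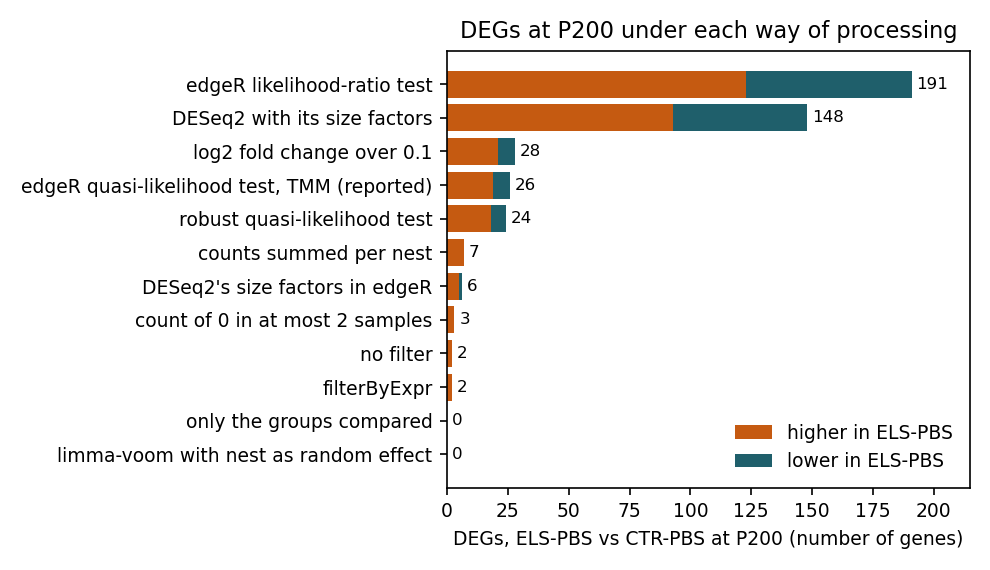
Number of DEGs between ELS-PBS (n = 6) and CTR-PBS (n = 7) mice under the ways of processing shown, on a linear axis. Genes higher in ELS-PBS are in orange and lower ones in dark blue-green. The number shown ranges from 0 to 191. The likelihood-ratio test gave up to 240 in fits without 1 PBS-injected mouse.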

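Counts of the genes that the paper groups under projection and glial terms were low in the PBS-injected mice. Map2 was at 0.531 ± 0.718 CPM (SD, n = 7) in CTR-PBS and 0.0663 ± 0.116 CPM (n = 6) in ELS-PBS, a log2 fold change of -2.73 (standard error 0.90, adjusted p = 0.194 from edgeR's quasi-likelihood test). Stmn2 changed by -2.93 (standard error 0.87, adjusted p = 0.134) and Stmn3 by -2.15 (standard error 0.71, adjusted p = 0.197). Cdh2 had no count in any ELS-PBS mouse and at most 18 in a CTR-PBS mouse, with an adjusted p of 0.135 in the quasi-likelihood test. Metrn changed by -2.12 on the log2 scale, from 2.02 ± 1.84 CPM to 0.459 ± 0.256 CPM (adjusted p = 0.0766). None of these 5 genes passed the adjusted threshold in this test, and all passed the unadjusted one.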

Gene ontology (GO) analysis revealed that the genes downregulated by ELS were involved in “regulation of microtubule (de)polymerization/plasma membrane bounded cell projection organization/neuron development” (*Map, Stmn2, Stmn3*) and “gliogenesis” (*Cdh2, Metrn*). Genes upregulated by ELS were associated with inflammatory pathways and processes, such as “regulation of tumor necrosis factor production” (*Ripk, Gas6, Trim27, Pf4*), “regulation of protein kinase B signaling” (*C1qbp, Gas6, Fermt2, Myorg*), “positive regulation of leukocyte chemotaxis” (*Akirin1, C1qbp, Gas6*), and “positive regulation of cell adhesion” (*Frmd5, C1qbp, Rell2, Dusp26*) (Fig. 1D, Table S5).

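Ripk1 (ENSMUSG00000021408, chromosome 13 of GRCm39, 34186141 to 34221130) rose from 9.17 ± 3.69 CPM (SD, n = 7) in CTR-PBS to 24.7 ± 6.61 CPM (n = 6) in ELS-PBS. Its log2 fold change was 1.43 (standard error 0.33, adjusted p = 0.0466 from edgeR's quasi-likelihood test), and no ELS-PBS mouse was as low as any CTR-PBS mouse. Trim27 changed by 1.14 (adjusted p = 0.111) and Akirin1 by 1.28 (adjusted p = 0.0739). C1qbp changed by 1.298 (standard error 0.34, adjusted p = 0.0766). Pf4, with 0.131 ± 0.175 CPM in CTR-PBS and 0.631 ± 0.377 CPM in ELS-PBS, changed by 2.15 (adjusted p = 0.193). Rell2 changed by 2.09 (adjusted p = 0.167). Myorg and Frmd5 had no counts in CTR-PBS mice and counts in 2 of 6 ELS-PBS mice, and their adjusted p was 0.116 and 0.111. Fermt2 and Dusp26 had at most 1 count in a CTR-PBS mouse and counts in 4 of 6 ELS-PBS mice (adjusted p = 0.123 and 0.0766).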

To identify modules of genes with similar expression patterns in an unbiased manner, Weighted Gene Co-expression Network Analysis (WGCNA) was performed on all P200 samples (*P200: CTR-PBS, P200: ELS-PBS, P200: CTR-LPS, P200: ELS-LPS*). Thirteen co-expression modules were identified (Fig. S2F), of which one (purple, Table S6) significantly correlated with early-life condition (*R*^2^ = 0.6, *p* = 0.002, Fig. 1E). 

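The 490 genes of Table S6 were used as the purple module, since WGCNA was not rerun. Its eigengene is the first principal component of the variance-stabilised values in the 25 P200 mice and held 48.9% of their variance. Its mean was -0.138 ± 0.191 (SD, n = 7) in CTR-PBS, 0.212 ± 0.165 (n = 6) in ELS-PBS, -0.075 ± 0.103 (n = 7) in CTR-LPS and 0.044 ± 0.18 (n = 5) in ELS-LPS. The Pearson r with condition was 0.600 (R² = 0.36, permutation p = 0.00159) and Spearman's rho 0.581 (permutation p = 0.00361), and r was 0.532 without the 2 mice farthest from the median. With 1 mean per nest, r was 0.751 over 10 nests (exact permutation p = 0.0159). In PBS-injected mice alone r was 0.726 (n = 13, permutation p = 0.0035), and in LPS-injected mice alone 0.418 (n = 12, permutation p = 0.192). With treatment r was -0.121 (permutation p = 0.564).

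**Figure D2:**
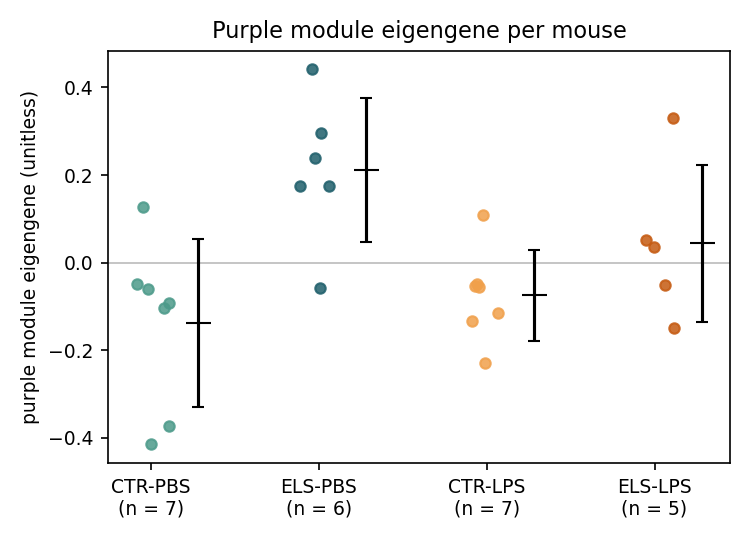
Purple module eigengene (unitless) of each P200 mouse by group, with points for mice and black bars for mean ± SD. The ELS-PBS mice lie between -0.058 and 0.441 and the CTR-PBS mice between -0.415 and 0.127.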

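Of the 490 genes in the purple module, 486 were higher in ELS-PBS than in CTR-PBS mice, with a median log2 fold change of 0.71, and 424 were higher in ELS-LPS than in CTR-LPS mice, with a median of 0.31. Table S7 lists 25 of them under ubiquitin-dependent catabolic process. In PBS-injected mice 24 of the 25 were higher in ELS, with log2 fold changes from -0.02 to 1.52 and a median of 0.64. None passed the adjusted threshold of edgeR's quasi-likelihood test, where their smallest adjusted p was 0.051. Their mean z-score had r = 0.514 with condition over the 25 P200 mice (permutation p = 0.00874), and with 1 mean per nest the exact permutation p was 0.0238. The genes were drawn from a module that was picked for its relation to condition in these mice.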

GO analysis of genes in this module suggests a role in protein ubiquitination (Fig. 1F, Table S7).

In brief, ELS does not impact the microglial transcriptome at P9, but at P200 we detected an upregulation of genes associated with inflammatory processes and protein ubiquitination and a downregulation of genes linked to morphological reconstruction.

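The groups did not overlap for 0.32% of all tested genes at P200, against 0.117% by chance for 6 against 7 mice. DEGs are selected for a difference, and 3 of the 26 had groups without overlap. These were Ripk1, F8a and Tiparp. F8a rose from 5.63 ± 1.56 CPM (SD, n = 7) in CTR-PBS to 19.31 ± 6.456 CPM (n = 6) in ELS-PBS, with a log2 fold change of 1.78 (standard error 0.41, adjusted p = 0.0466 from edgeR's quasi-likelihood test). Tiparp rose from 15.3 ± 4.51 CPM to 33.1 ± 10.0 CPM, with a log2 fold change of 1.11 (standard error 0.25, adjusted p = 0.0466). From the comparisons at both ages, the paper concludes that ELS leaves the P9 transcriptome unaffected. For P200 it also draws on the co-expression module and the gene ontology terms. There it concludes that ELS raises inflammatory and ubiquitination genes and lowers genes linked to morphology.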

### Shared and unique transcriptional changes between P9 and P200 CTR and ELS microglia

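Between P200 (PBS-injected) and P9 mice, 4416 genes passed the thresholds in CTR (12 P9 and 7 P200 mice) and 4368 in ELS (13 P9 and 6 P200 mice). Of these, 3117 passed in both conditions with the same direction, 847 higher and 2270 lower at P200. In CTR only, 813 genes were lower and 486 higher at P200, and in ELS only 649 were lower and 602 higher. The test of whether the change differed between ELS and CTR, edgeR's quasi-likelihood test of the interaction, called 5 genes, and 1712 genes had an unadjusted interaction p under 0.05. Among the 2550 genes called in 1 condition only, 91.8% changed in the same direction in the other condition. The shared number was 1486 when only genes with a count of 0 in at most 2 mice were kept, and 5338 with a fold change threshold of 0.1. Age was not the only difference here. The P200 mice were another cohort, had been injected, and only adult tissue went through Percoll. These differences cannot be separated from age. In CTR the astrocyte list was at 5.53 log2 CPM at P9 and 4.47 at P200, and the microglia list at 7.36 and 7.31. The part of RNA from other cells in the genes lower at P200 was not tested.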

To investigate how ELS impacts microglial transcriptional changes over development from P9 to P200, we compared the transcriptomes of P9 and P200 microglia from CTR and ELS-exposed animals, revealing DEGs shared between (gray dots, 2899) and unique for CTR and ELS microglia (*P9: ELS*, light blue dots, 617; *P200: ELS-PBS*, dark turquoise dots, 473; *P9: CTR*, light green dots, 797; *P200: CTR-PBS*, turquoise dots, 353) (Fig. 2A, Tables S8, S9). These developmental DEGs (P200 compared to P9) in CTR and ELS animals mostly did not overlap with the transcriptional changes between *CTR-PBS* and *ELS-PBS* animals at P200, pointing to an altered maturation gene expression program of mouse microglia in response to ELS (Fig. 2B).

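Of the 26 DEGs between ELS-PBS and CTR-PBS mice, 6 were in neither age comparison, 10 changed with age in CTR only, 4 in ELS only and 6 in both. Thus 20 of the 26 (76.9%) were also age DEGs, against 33.9% of all genes tested. In edgeR's likelihood-ratio test 158 of 191 (82.7%) were, against 35.3%. Seen from the other side, 0.35% of the 5667 age DEGs were also ELS DEGs, and 2.68% in the likelihood-ratio test. The same PBS-injected mice enter both comparisons, so the lists are not independent.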

**Fig. 2:**
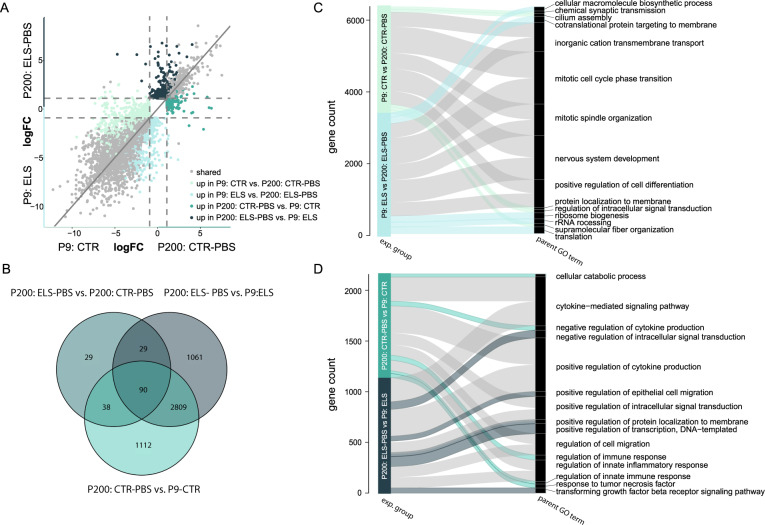
ELS alters microglia development from P9 to P200. **A** Four-way plot depicting expression changes in developmental (P200 vs. P9)-associated genes in ELS and CTR microglia (logFC < />1, FDR < 0.05, Tables S8, S9). Each dot represents a gene. Light green dots mark DEGs uniquely enriched in CTR microglia of P9 compared to P200 animals. Light blue dots mark DEGs uniquely enriched in ELS microglia of P9 compared to P200 animals. Turquoise dots mark DEGs uniquely enriched in CTR microglia of P200 compared to P9 animals. Dark turquoise dots mark DEGs uniquely enriched in ELS microglia of P200 compared to P9 animals. Overlapping genes in the development from P9 to P200 of ELS and CTR microglia are marked in gray. **B** Venn diagram depicting the gene expression overlap of all DEGs between adult ELS effects (ELS vs. CTR, Table S3) and developmental effects (P200 vs. P9) in ELS and CTR microglia. **C**, **D** Alluvial plots illustrating the top 5 enriched parent GO terms P9- (**C**) and P200- associated (**D**) genes in CTR and ELS microglia. Significant GO terms (*p* < 0.05) for each experimental group were reduced into parent GO terms (Tables S10, S11), which were ranked based on the total gene count belonging to that parent GO term. Color indicates the experimental group and ribbon thickness depicts the number of genes overlapping with parent GO term-specific genes. CTR control, ELS early-life stress, exp. experimental, GO gene ontology, PBS phosphate-buffered saline.

GO analysis was performed on the shared and unique DEGs and redundant GO terms were reduced into parent GO terms (Fig. 2C, D, Tables S10, S11). The shared DEGs in CTR and ELS microglia revealed that P9 microglia had relatively enriched expression of genes associated with mitosis and neurodevelopmental processes (e.g., “mitotic cell cycle phase transition”, “positive regulation of cell differentiation”, “nervous system development”, “chemical synapse organization”; Fig. 2C, gray ribbons), whereas, at P200, microglia upregulated genes associated with inflammation (e.g., “positive regulation of cytokine production”, “regulation of cell migration”, “regulation of innate inflammatory response”, Fig. 2D, gray ribbons).

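The genes with the largest changes among those with non-overlapping groups included Upk1b, at 3.46 ± 1.84 CPM (SD, n = 12) in P9-CTR and 386 ± 59.5 CPM (n = 7) in CTR-PBS. Its log2 fold change was 6.79 (standard error 0.34, adjusted p = 1.46e-22 from edgeR's quasi-likelihood test) in CTR and 6.43 in ELS. Tgm2 rose from 0.331 ± 0.342 CPM to 38.5 ± 14.7 CPM in CTR, and its log2 fold change was 6.72 in CTR and 7.40 in ELS. Among the genes lower at P200, Cdc25c, which encodes a cell cycle phosphatase, was at 16.7 ± 5.65 CPM in P9-CTR and 20.4 ± 9.89 CPM (n = 13) in P9-ELS. It had no counts in CTR-PBS mice and 0.0660 ± 0.143 CPM (n = 6) in ELS-PBS mice. Pif1, which encodes a helicase, was at 12.7 ± 4.76 CPM in P9-CTR and 10.7 ± 4.45 CPM in P9-ELS, and had no counts in ELS-PBS mice. The terms were not recomputed.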

In CTR animals specifically, P9 microglia were uniquely enriched in genes associated with the “regulation of intracellular signal transduction” (e.g., *Gnai1, Mapk11, Arhgef17, Bst1, Rhov*), “supramolecular fiber organization” (e.g., *Shroom2, Col9a3, Tspan15, Myo5b, Ccdc13*) and “chemical synaptic transmission” (e.g., *Chrna4, Crhbp, Hrh1, Pcdhb16, Pcdhb5*) (Fig. 2C, light green ribbons), while P200 microglia were uniquely enriched in genes controlling the immune-response (e.g., “response to tumor necrosis factor (TNF)”:, e.g., *Acod1, Hyal3, Ccl3, Nfe2l2, Ccl25*; “negative regulation of cytokine production”:, e.g., *Acod1, Mefv, Ptpn22, Ppp1r11, Fcgr2b*; “regulation of innate immune response”:, e.g., *Acod1, Ptpn22, Trim21, Birc3, Polr3f*; Fig. 2D, turquoise ribbons).

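All 25 of the named CTR genes that were tested passed in CTR with the direction that the paper gives; Ccdc13 and Crhbp were below the filter. Several were near the detection limit. Gnai1, at 1.15 ± 0.650 CPM (SD, n = 12) in P9-CTR, had no counts in CTR-PBS mice, and in ELS its log2 fold change was -1.08 (adjusted p = 0.41 from edgeR's quasi-likelihood test). Fcgr2b was abundant, with 264 ± 30.6 CPM in P9-CTR and 597 ± 35.1 CPM (n = 7) in CTR-PBS. Its log2 fold change was 1.18 in CTR (adjusted p = 5.96e-13) and 0.98 in ELS (adjusted p = 3.77e-10), on either side of the threshold of 1. Nfe2l2 changed by 1.12 in CTR and 0.81 in ELS, and Polr3f by 1.19 and 0.88. Acod1 changed by 3.51 in CTR, and by -0.20 when the CTR-PBS mouse 1.1 was left out. No adjusted p of the interaction was under 0.203 for these genes.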

In ELS-exposed animals, P9 microglia were uniquely enriched in genes associated with biological processes such as “cellular macromolecule biosynthetic process” (e.g., *Rps16, Rps15a, Rpl39, Rps27a, Rps12*), “cotranslational protein targeting to membrane” (e.g., *Rps16, Rps15a, Rpl39, Rps27a, Rps12*), “ribosome biogenesis” (e.g., *Rps16, Rpl39, Rpl17, Rps24, Rpl9*) and “rRNA processing“ (e.g., *Rps16, Rpl39, Rpl17, Rps24, Rpl9*) (Fig. 2C, light blue ribbons), whereas genes uniquely enriched at P200 were related to the “negative regulation of intracellular signal transduction” (e.g., *Ddit4, Gper1, Pik3cb, Prkaa2, Per1*), “positive regulation of transcription, DNA-templated” (e.g., *Gper1, Thrb, Ciita, Nr4a1, Zbtb16*), and “transforming growth factor beta (TGFβ) signaling pathway” (e.g., *Gdf9, Src, Smurf1, Zfyve9, Arhgef18*) (Fig. 2D, dark turquoise ribbons).

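The 8 ribosomal protein genes fell with age in both conditions. Rps16 went from 256 ± 47.6 CPM (SD, n = 13) in P9-ELS to 79.9 ± 9.12 CPM (n = 6) in ELS-PBS, a log2 fold change of -1.68 (standard error 0.17, adjusted p = 1.55e-11 from edgeR's quasi-likelihood test). In CTR it went from 217 ± 50.7 CPM (n = 12) to 112 ± 48.6 CPM (n = 7). The log2 fold change in CTR was -0.95, with an adjusted p of 2.04e-06 in edgeR's quasi-likelihood test. Over the 8 genes the log2 fold change was between -1.68 and -1.51 in ELS and between -0.99 and -0.82 in CTR, where it stayed above -1. The unadjusted interaction p was between 0.00163 and 0.0342, and the smallest adjusted one was 0.26. Among the genes higher at P200 in ELS, Ddit4 changed by 4.07 (standard error 0.48) in ELS and 0.48 in CTR, with an adjusted interaction p of 0.0324. Its values in ELS-PBS mice ranged from 5.71 to 388 CPM. Prkaa2 did not pass the adjusted threshold (0.0646), and Ciita was not tested.

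**Figure D3:**
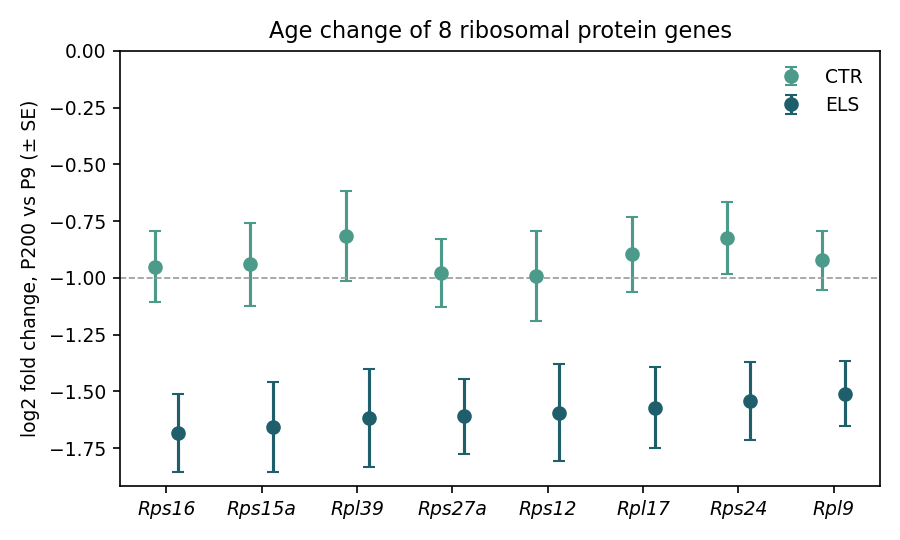
Log2 fold change from P9 to P200 (± standard error) of the 8 ribosomal protein genes in CTR and ELS mice, with a dashed line at -1. Each gene fell in both conditions, past -1 in ELS only.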

These observations show that independent of early-life condition, P9 microglia are involved in processes related to cell division, cell differentiation and neurodevelopment, while adult microglia perform more inflammation-related. 

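Over all 16696 genes tested, the log2 fold changes with age in CTR and in ELS had a Pearson r of 0.855 and a Spearman rho of 0.815 across genes, which are not independent replicates. No gene passed in opposite directions in the 2 conditions. For genes past the threshold in both, the median log2 fold change was -3.82 in CTR and -3.78 in ELS for genes lower at P200, and 1.70 and 1.73 for genes higher at P200. From the terms of the shared genes, the paper concludes that P9 microglia divide, differentiate and take part in neurodevelopment, and that adult microglia act more in inflammation.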

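Genes of the TGFβ pathway were compared between P200 and P9 mice in both conditions. The log2 fold change of Gdf9 was 2.36 in ELS (standard error 0.53, adjusted p = 0.000282 from edgeR's quasi-likelihood test) and 0.93 in CTR (adjusted p = 0.149). Src changed by 1.54 in ELS and 0.82 in CTR, and Smurf1 by 1.20 and 0.30. Zfyve9 changed by 1.20 and 0.82, and Arhgef18 by 1.16 and 0.85, with adjusted p values in CTR of 0.0335 and 0.0277. All 5 rose in both conditions.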

Additionally, ELS at P9 specifically induced processes related to protein translation and biosynthesis of other macromolecules, and at P200 induced genes related to TGFβ signaling.

### ELS impacts the microglia gene expression response to an LPS challenge in adulthood

To determine if ELS alters the transcriptional response of microglia to a systemic immune challenge, we compared microglial transcriptomes of P200 CTR and ELS mice i.p. injected with either PBS or LPS. 

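The P200 mice had been injected with 1 mg/kg LPS (7 CTR and 5 ELS mice) or PBS (7 CTR and 6 ELS mice). The total count ranged from 13900212 to 42231258 with a median of 20299644 in CTR-LPS, and from 15338010 to 20923733 with a median of 18474916 in ELS-LPS. The raw counts were tested in the model already described for all 50 mice, with LPS against PBS within each condition and with an interaction term for the difference between the conditions. Mice of the same nest were present in the PBS and LPS groups of a condition. The nest was not part of the model.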

We identified shared (gray dots, 810), CTR-specific (*CTR-PBS*, turquoise dots, 299; *CTR-LPS*, orange dots, 423), and ELS-specific (E*LS-PBS*, dark turquoise dots, 253; *ELS-LPS*, dark orange dots, 236) genes dysregulated in response to LPS (Fig. 3A, Tables S12, S13).

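In CTR 1606 genes passed the thresholds between LPS and PBS, 1005 higher and 601 lower after LPS, and in ELS 1313, 783 higher and 530 lower. Both conditions shared 876 genes, 593 higher and 283 lower. In CTR only, 412 genes were higher and 318 lower, and in ELS only 190 were higher and 247 lower. The interaction of edgeR's quasi-likelihood test called 0 genes, while 980 had an unadjusted p under 0.05. Of the 1167 genes called in 1 condition only, 85.9% changed in the same direction in the other. The shared number moved most when the fold change threshold was lowered to 0.1, to 1355 genes.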

**Fig. 3:**
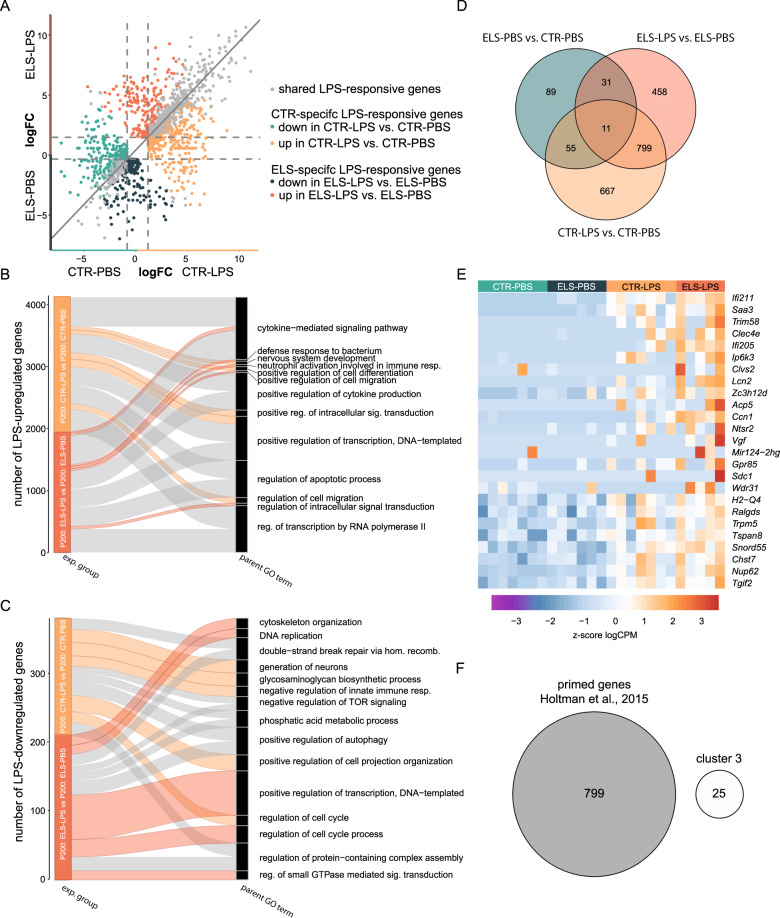
ELS alters the microglia immune response to LPS. **A** Four-way plot depicting gene expression changes in response to LPS (LPS vs. PBS) in ELS and CTR microglia (logFC < />1, FDR < 0.05, Tables S12, S13). Each dot represents a gene. CTR-specific LPS-responsive genes are marked in turquoise and orange, whereby the turquoise dots mark DEGs relatively lowest and orange dots mark DEGs relatively abundant expressed in CTR-LPS compared to CTR-PBS. ELS-specific LPS-responsive genes are marked in dark turquoise and dark orange, whereby the dark turquoise dots mark DEGs relatively lowest and the dark orange dots mark DEGs relatively abundant expressed in CTR-LPS compared to CTR-PBS. Overlapping genes in the LPS response of ELS and CTR microglia are marked in gray. **B**, **C** Alluvial plots illustrating the top 5 enriched parent GO terms, for upregulated (**B**) and downregulated (**C**) genes in LPS- compared to PBS-treated CTR and ELS microglia. Significant GO terms (*p* < 0.05) for each experimental group were reduced into parent GO terms (Tables S14, S15), which were ranked based on the total gene count belonging to that parent GO term. Color indicates the experimental group and ribbon thickness depicts the number of genes overlapping with parent GO term-specific genes. **D** Venn diagram depicting the gene expression overlap between ELS- (P200: ELS-PBS vs. P200: CTR-PBS, Table S3) and LPS- (P200: ELS-LPS vs. P200: ELS-PBS and P200: CTR-LPS vs P200: CTR-PBS) introduced transcriptomic differences in P200 ELS and CTR microglia. **E** Heatmap depicting *z* scores of logCPM of primed/trained genes (cluster 3, Fig. S3, Table S16). **F** Venn diagram showing gene overlap between genes detected to be primed/trained by ELS and LPS (cluster 3, Table S16) and trained genes detected by Holtman et al. [54] (Table S2). CTR control, ELS early-life stress, LPS lipopolysaccharide, PBS phosphate-buffered saline.

Measurement of plasma levels of select cytokines (IFNɣ, IL-6, IL-10, MCP-1 and TNF) confirmed the effectiveness of LPS injections (Fig. S3A), without further modulation by ELS. 

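Among the genes higher after LPS with non-overlapping groups, Tnip3, which encodes an inhibitor of NF-κB signalling, rose from 0.0102 ± 0.0269 CPM (SD, n = 7) in CTR-PBS to 18.7 ± 14.0 CPM (n = 7) in CTR-LPS. In ELS it rose from 0.0134 ± 0.0328 CPM (n = 6) to 42.57 ± 51.16 CPM (n = 5). The chemokine receptor gene Ccr7 rose to 15.5 ± 8.70 CPM in CTR-LPS and 28.6 ± 25.6 CPM in ELS-LPS mice. Trem1 rose to 21.2 ± 5.74 CPM in CTR-LPS and 24.9 ± 15.9 CPM in ELS-LPS, with adjusted p values of 7.45e-08 and 2.01e-07 in edgeR's quasi-likelihood test. Median log2 fold changes of the 593 shared higher genes were 2.55 in CTR and 2.54 in ELS.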

LPS-induced upregulated genes in both conditions, as expected, were associated with inflammatory response GO terms, such as “cytokine-mediated signaling pathway”, “positive regulation of cytokine production”, “regulation of apoptotic process” (Fig. 3B, gray ribbons, Table S14). Shared downregulated genes in LPS-exposed CTR and ELS mice were related to GO terms such as “double-strand break repair via homologous recombination”, “positive regulation of autophagy”, and “regulation of protein-containing complex assembly” (Fig. 3C, gray ribbons, Table S15).

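The median log2 fold change of the 283 shared lower genes was -1.83 in CTR and -1.89 in ELS. The largest falls with non-overlapping groups were in predicted genes without an assigned function. Gm37124 fell from 7.35 ± 3.01 CPM (SD, n = 7) to 0.174 ± 0.281 CPM (n = 7) in CTR and from 6.18 ± 3.81 CPM (n = 6) to 0 in all 5 ELS-LPS mice. Gm4258 fell from 7.76 ± 3.15 CPM to 0.3898 ± 0.4929 CPM in ELS, with a log2 fold change of -4.29 (standard error 0.74, adjusted p = 1.76e-05 from edgeR's quasi-likelihood test).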

The majority of LPS-induced DEGs in ELS (*ELS-LPS*) compared to CTR (*CTR-LPS*) microglia did not overlap with the gene expression changes induced by ELS itself (*ELS-PBS* vs *CTR-PBS*) (Fig. 3D), indicating that the differential response to LPS in ELS microglia were not simply due to the differential expression profile caused by ELS.

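Of the 26 DEGs between ELS-PBS and CTR-PBS mice, 12 were in neither LPS comparison, 6 responded to LPS in CTR only, 7 in ELS only and 1 in both. Thus 14 of 26 (53.8%) were LPS DEGs, against 12.2% of all genes tested, and 96 of 191 (50.3%) against 14.9% in edgeR's likelihood-ratio test. Of the 2043 LPS DEGs, 0.69% were ELS DEGs, and 3.85% in the likelihood-ratio test. Between ELS-LPS and CTR-LPS mice themselves, 0 genes passed and 798 had an unadjusted p under 0.05 in the quasi-likelihood test. The PBS-injected mice are part of both comparisons.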

Cluster analysis of LPS-responsive genes shared between CTR and ELS microglia identified six gene clusters (Fig. S3B, Table S16). 

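The 876 shared genes were clustered into 6 groups by their mean z-score of log2 CPM in each group of mice. These held 157, 420, 22, 130, 43 and 104 genes. In the group of 43 genes the mean z-score was -0.86 in CTR-PBS, -0.77 in ELS-PBS, 0.46 in CTR-LPS and 1.17 in ELS-LPS, and it held all 14 of the genes of Fig. 3E that passed in both conditions.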

Genes in cluster 3 are upregulated by LPS in CTR microglia and even more so in ELS microglia (Fig. 3E), indicative of microglia training [29, 53] by ELS. 

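Of the 25 genes of Fig. 3E, 23 were tested and 14 passed the thresholds in both conditions. Their score, the mean z-score of log2 CPM, was -0.593 ± 0.104 (SD, n = 7) in CTR-PBS, -0.486 ± 0.124 (n = 6) in ELS-PBS, 0.221 ± 0.42 (n = 7) in CTR-LPS and 1.11 ± 0.598 (n = 5) in ELS-LPS. The rise with LPS was larger in ELS by 0.777 (exact permutation over the 252 assignments of nests, two-sided p = 0.0238). ELS-LPS was above CTR-LPS by 0.884 (exact permutation p = 0.0152), and ELS-PBS above CTR-PBS by 0.107 (exact permutation p = 0.117). The genes had been grouped in the paper by this pattern in the same mice, so the test does not stand apart from their choice. Gene by gene, 16 of the 23 had a larger change in ELS, 2 had an unadjusted interaction p under 0.05, and the smallest adjusted one was 0.252 in edgeR's quasi-likelihood test. Of all 593 shared higher genes, 329 had a larger change in ELS, with a median difference of 0.06.

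**Figure D4:**
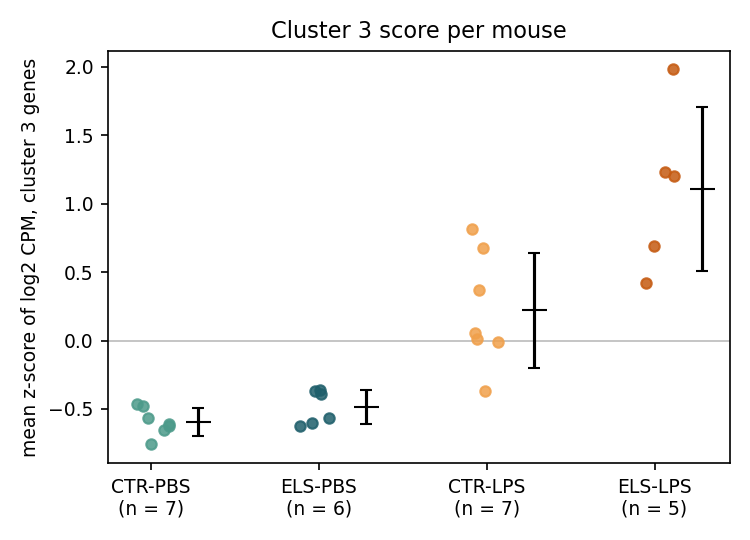
Mean z-score of log2 CPM over the genes of Fig. 3E in each P200 mouse by group, with points for mice and black bars for mean ± SD. The ELS-LPS mice lie between 0.42 and 1.98 and the CTR-LPS mice between -0.368 and 0.813.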

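The list of primed genes from a published meta-analysis, as given in Table S2, holds 295 genes, of which 267 were tested. Among the 593 genes that rose after LPS in both CTR and ELS, 47 (7.9%) were in that list. Of the 14 genes of Fig. 3E among the 593, 0 were in it, where 1.11 were expected by chance (Fisher's exact test, two-sided p = 0.617).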

The list of trained genes in ELS microglia is distinct from a common training gene set detected in (accelerated) aging, and mouse models of Alzheimer’s disease and amyotrophic lateral sclerosis (Table S2, Fig. 3F) [54].

Next, GO analysis was performed on the unique transcriptional changes in CTR and ELS microglia in response to LPS, respectively. 

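Of the genes that the paper names for CTR microglia, 20 of 25 passed the thresholds between CTR-LPS and CTR-PBS, and all 25 had the paper's direction. Plet1 rose from 0.0594 ± 0.0812 CPM (SD, n = 7) in CTR-PBS to 5.42 ± 2.77 CPM (n = 7) in CTR-LPS. In ELS it rose from 0.704 ± 1.22 CPM (n = 6) to 4.68 ± 1.02 CPM (n = 5), and its adjusted p was 5.9e-06 in CTR and 0.0468 in ELS in edgeR's quasi-likelihood test. Nedd4 changed by 5.201 in CTR and 1.93 in ELS on the log2 scale, with an adjusted p of 0.135 in ELS. B4galt4 changed by -1.10 in CTR (adjusted p = 2.99e-07) and by -0.998 in ELS (adjusted p = 3.98e-05). Sema3c, Ndst1, Grip1, Fut9 and Ptprd had adjusted p values from 0.0595 to 0.0967 in CTR. The smallest adjusted interaction p of the named genes was 0.293, for Fermt2.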

LPS-induced genes in CTR microglia were related to “positive regulation of cell differentiation” (e.g., *Snai1, Mapk11, Bmpr1b, Zbtb16, Ctnna2*), “positive regulation of intracellular signal transduction” (e.g., *Nedd4, Adra1a, Fn1, Lck, Fermt2*) and “regulation of cell migration” (e.g., *Plet1, Snai1, Ctnna2, Fermt2, Sema3c*) (Fig. 3B, orange ribbons), whereas LPS-downregulated genes in CTR microglia were associated with the “glycosaminoglycan biosynthetic process” (*Pxylp1, Ndst2, Ndst1, Hs2st1, B4galt4*), “negative regulation of innate immune response” (*Susd4, Dcst1, Trim21*) and “positive regulation of cell projection organization” (e.g., *Map3k13, Reln, Grip1, Fut9, Ptprd*) (Fig. 3C, orange ribbons).

Genes induced in LPS-treated ELS microglia were involved in inflammatory processes such as “defense response to bacterium” (e.g., *Nos2, Chga, Slpi, Isg15, Optn*), “neutrophil activation involved in immune response” (e.g., *Hp, Tnfaip6, Tarm1, Rab37, Sell*) and “positive regulation of cell migration” (e.g., *Sema3e, Pdpn, Edn1, Sod2, Rhoc*) (Fig. 3B, dark orange ribbons), whereas LPS-downregulated genes were associated with “cytoskeleton organization” (*Sema6a, Cecr2, Zmym6, Mast1, Arap3*), “DNA replication” (e.g., *Cdc6, Dna2, Chek1, Dbf4, Polg2*) and “regulation of cell cycle process” (*Chek1, Sbf4, Cul9, Zfyve26*) (Fig. 3C, dark orange ribbons).

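For the genes that the paper names for ELS microglia, 19 of 24 tested genes passed between ELS-LPS and ELS-PBS, and all 24 had the paper's direction. Without the filter 27 of the named genes could be tested, and Nos2 and Tarm1 were among those below it. Sbf4 was not among the gene names. Sod2 rose from 40.8 ± 4.95 CPM (SD, n = 6) to 103 ± 48.5 CPM (n = 5) in ELS and from 41.6 ± 3.82 CPM (n = 7) to 80.8 ± 24.1 CPM (n = 7) in CTR. Its log2 fold change was 1.34 in ELS and 0.96 in CTR, where the adjusted p was 6.44e-05 in edgeR's quasi-likelihood test. Rhoc changed by 1.06 in ELS and 0.44 in CTR. Hp had counts in 4 of 5 ELS-LPS mice and 1 of 7 CTR-LPS mice. Chga had counts in 1 of 5 ELS-LPS mice. Arap3 changed by -1.17 in ELS, from 102 ± 31.0 CPM to 45.3 ± 5.79 CPM, and by -0.07 in CTR (unadjusted interaction p = 0.00285, adjusted 0.393). Slpi, Optn, Edn1, Sema6a and Cdc6 had adjusted p values from 0.0537 to 0.0907 in ELS.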

Summarizing, while we observed shared regulation of genes in response to LPS in both adult CTR and ELS microglia, ELS appears to prime a distinct set of LPS-responsive genes in microglia, resulting in a distinct transcriptional response to LPS.

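Across all genes tested, the LPS changes in CTR and ELS had a Pearson r of 0.55 and a Spearman rho of 0.518 across genes. For the genes called in ELS only, the median log2 fold change was 3.33 in ELS and 0.79 in CTR for higher genes, and -1.51 and -0.79 for lower genes. For those called in CTR only it was 2.1 in CTR and 0.89 in ELS for higher genes, and -2.14 and -0.96 for lower genes. These genes were picked for passing in 1 condition only, which by itself sets their medians apart. Of the 1167 genes, 0 had an adjusted interaction p under 0.05 in edgeR's quasi-likelihood test. From the genes called in ELS alone and the cluster that rose more in ELS, the paper proposes that ELS primes part of the LPS response of microglia.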

### ELS microglia phagocytes less synaptosomes ex vivo at P200, but not at P9

To further our understanding of the functional consequences of ELS on microglia and to complement our transcriptomic data, we incubated whole brain microglia from P9 and P200 CTR and ELS mice with labeled age-matched hippocampal synaptosomes from CTR and ELS mice (Fig. S4).

While at P9 microglia phagocytosis of synaptosomes did not depend on the origin of microglia (Fig. 4B, t(4) = 0.910, *p* = 0.414), P200 microglia from ELS mice exhibited decreased phagocytosis of synaptosomes (Fig. 4C, microglia-condition: t(9) = −2.226, *p* = 0.050). At both ages, ELS synaptosomes were phagocytosed less than CTR synaptosomes, with no interaction between synaptosome source and microglia source (P9 – Fig. 4B, synapse condition: t(58) = −5.720, *p* < 0.001; interaction: t(58) = −0.695, *p* = 0.490; P200–Fig. 4C, synapse condition: t(15) = −4.779, *p* < 0.001; interaction: t(15) = 0.425, *p* = 0.677).

**Fig. 4:**
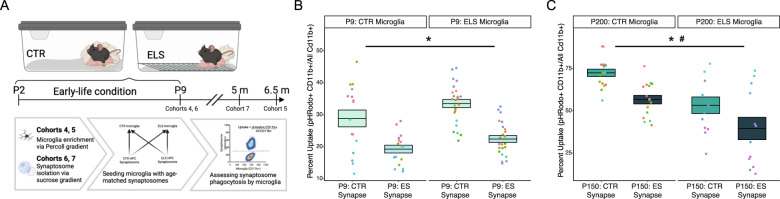
Assessing ELS effects on microglial phagocytosis ex vivo. **A** Experimental design for phagocytosis assay (cohorts 4–7). Whole brain (P9, cohort 4) or hemi-cortex brains (P200, cohort 5) were enriched for microglia using Percoll and incubated with age-matched pHrodo-labeled hippocampal synaptosomes (isolated from cohorts 6–7) for 30 min before flow cytometry analysis. Data were analyzed using a mixed model to correct for animal source and nest for P9 microglia, and animal source for P200 microglia. Created with Biorender.com. **B** Reduced uptake of labeled hippocampal synaptosomes isolated from P9-ELS mice as compared to those from CTR mice, independent of early-life condition of microglia source. **C** At P200, ELS synapses are phagocytosed less than CTR synapses, with a trend towards decreased uptake by ELS microglia. Mixed effect linear model, *: synaptosome-condition effect, *p* < 0.05, #: microglia-condition effect, *p* = 0.05. CTR control, ELS early-life stress, HPC hippocampus. Center values represent the mean, and boundaries of the box plots represent the SEM.

### Increased microglial GAS6 expression in the hippocampus of post-mortem samples of depressed individuals with a history of childhood abuse

Although animal models are essential to understand the short- and long-term neurobiological consequences of ELS, they cannot fully mirror the complexity of the human brain and experience [55]. It is therefore important to study the cellular and molecular consequences of ELS, as experienced through child abuse, in post-mortem human brain samples.

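Gas6 (ENSMUSG00000031451) lies on chromosome 8 of GRCm39 from 13515371 to 13544824. In CTR-PBS mice it was at 6.27 ± 0.34 log2 CPM (SD, n = 7) and in ELS-PBS mice at 7.39 ± 0.53 (n = 6), a difference of 1.122 (exact permutation test, two-sided p = 0.00233). The log2 fold change was 1.16 (standard error 0.28, adjusted p = 0.0564 from edgeR's quasi-likelihood test, and 0.00885 from its likelihood-ratio test). In 5 of 6 ELS-PBS mice Gas6 was above every CTR-PBS mouse. With 1 mean per nest the difference was 1.302 (5 nests against 5, exact permutation p = 0.00794). In LPS-injected mice the difference between ELS and CTR was 0.48 (exact permutation p = 0.0758). The paper chose Gas6 in part for its rise in these PBS-injected mice. The permutation p values from PBS-injected mice thus do not stand apart from that choice.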

To validate the ELS-induced alterations observed in mice, we selected *Gas6* as a target gene due to its role in phagocytosis [56], its strong upregulation in *ELS-PBS* vs. *CTR-PBS* mice (Fig. 5A), and its reported expression also in human microglia [57]. We studied *GAS6* in the dentate gyrus (Fig. 5B) of post-mortem samples from depressed suicides with a history of childhood abuse (CA, *n* = 7) and matched healthy controls (CTR, *n* = 6) using RNAScope in situ hybridization (Fig. 5C, D, Supplementary Table). Using a *TMEM119* probe to label microglia, we found that CA subjects displayed increased numbers of microglia (Fig. 5E, t(11) = 3.308, *p* = 0.007), *GAS6*^+^ cells (Fig. 5F, t(11) = 3.238, *p* = 0.008), and *GAS6*^+^ microglia (Fig. 5G, t(11) = 2.208, *p* = 0.049) in the dentate gyrus. These results highlight the translational value of our ELS mouse model.

**Fig. 5:**
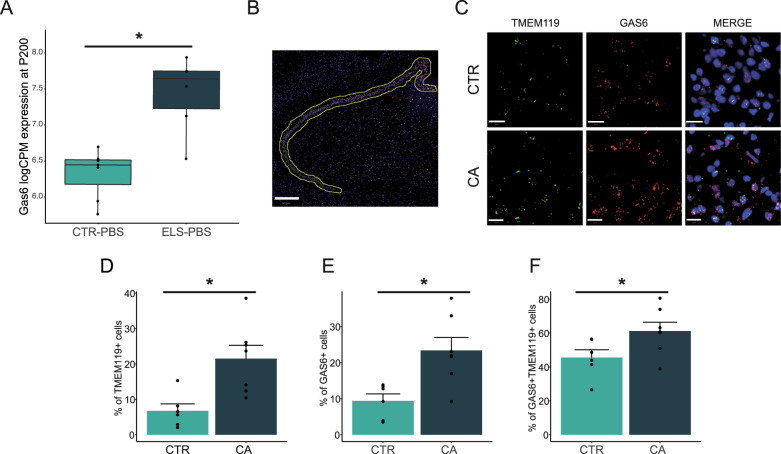
GAS6 expression is increased in mouse and human hippocampal microglia following ELS. **A** Increased expression of microglial Gas6 in mice following early-life stress was validated in **B** human post-mortem dentate gyrus (DG) using RNAscope fluorescent in situ hybridization. Hippocampi from male depressed suicide subjects with a history of childhood abuse (CA, *n* = 7) were compared with age-matched control samples (CTR, *n* = 6). TMEM119 was used to probe microglia. Scale bar: 500 µm. **C** Representative image depicting CA-associated changes in the number of cells expressing GAS6, TMEM19, and double positive cells. The number of subpopulations expressing the mRNA of interest were counted and shown as percentage to total cells detected using DAPI staining. Scale bar: 20 µm. CA is associated with a significant increase in **D** microglia counts as identified by TMEM19^+^ cells, **E** total GAS6^+^ cells, and **F** microglia expressing GAS6^+^, detected by cells positive for both TMEM19 and GAS6. Data were analyzed using a two-tailed *t* test. *, condition effect, *p* < 0.05. CTR control, CA childhood abuse. Center values in the box plots represent the mean, borders represent the first and third quartiles, and whiskers represent 1.5*IQR value. Bar graphs represent mean and SEM.

## Discussion

We demonstrate in this study that ELS exposure in mice, induced by limiting bedding and nesting material, changed the proportion of morphological microglia subtypes and microglial transcriptome in the adult hippocampus, without impacting the transcriptome immediately after stress exposure. Additionally, ELS modulated age-related changes in the microglial gene expression profile between P9 and P200, and the microglia transcriptional response to an LPS challenge in adulthood. The impact of ELS on microglia was also evident at the functional level in the ex vivo phagocytosis of synaptosomes, where P200 (but not P9) ELS microglia exhibited reduced phagocytic capacity. At both ages, ELS synapses were phagocytosed less by both CTR and ELS microglia. Lastly, in order to provide evidence for the translational value of our findings, we demonstrate that one of the identified targets altered by ELS exposure in mouse microglia (i.e., increased GAS6 expression) is also increased in the hippocampal microglia of individuals that experienced childhood adversity.

### ELS affects the microglial transcriptome in adulthood but not immediately after stress exposure

Concerning the immediate effects of ELS on microglia, we did not detect any change in hippocampal microglial transcriptomes after ELS at P9. This is in contrast with the short-term effects on microglial transcriptomes after exposure to brief daily maternal separation [13], as well as with our reported ELS-induced reduction of IBA1 coverage in the dentate gyrus and IBA1 + cell complexity in the hilus at P9 [14]. The discrepancy with the findings by Delpech et al. might be due to differences between the ELS model used (brief daily maternal separation versus limited bedding and nesting) and specific ages studied (P14 versus P9). The morphological effects we described previously were subregion-specific [14], while the generated transcriptomic profiles in the present study were from whole hippocampi, possibly diluting out subregion-specific changes. Alternatively, such transcriptional changes might be latent and emerge only later in life. In fact, there is accumulating evidence for mediation of ELS-associated phenotypes by epigenetic alterations [30, 58–60]. It is thus possible that ELS-induced effects on microglia at P9 manifest at the epigenetic level, e.g., via stressor- and brain-region-dependent alterations to DNA methylation as described by others [61], that lead to later-life alterations in gene expression and function.

Moreover, the effects of ELS on other cell types in the brain, such as neurons [40], oligodendrocytes [62] and astrocytes [63, 64] also raise the possibility that transcriptional changes in microglia occur only at later time points through interactions with other brain cells. Notably, in our transcriptomic data, despite the high overlap between our detected genes with other previously published microglia datasets (Fig. S2B) [65], we also detected the presence of genes canonically defined as expressed by other cell types (e.g., *Gfap* for astrocytes, *Serpinb6b* for endothelial cells, and *Dlg2* for neurons). 

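Gfap (ENSMUSG00000020932) was at 1.28 ± 1.20 CPM (SD, n = 7) in CTR-PBS and 0.108 ± 0.169 CPM (n = 6) in ELS-PBS, with counts in 5 of 7 and 2 of 6 mice and an adjusted p of 0.0466 in edgeR's quasi-likelihood test. Dlg2 was at 0.332 ± 0.366 CPM and 0.00593 ± 0.0145 CPM (adjusted p = 0.0739). Serpinb6b had its highest value, 12.9 CPM, in the CTR-PBS mouse 1.1, a library with only 12854 detected genes. The other CTR-PBS mice were at most at -0.109 log2 CPM. Serpinb6b had a median of 0, and counts in 3 of 7 CTR-PBS and 1 of 6 ELS-PBS mice. Its adjusted p was 0.0466.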

Beyond any potential contamination, the detection of these genes could be interpreted in various ways. These could be present in microglia due to phagocytosis of these other cell types, or atypical microglial expression of these genes, which has been previously described [66, 67]. For instance, microglia have been documented to express *Gfap* under disease or injury states [66, 67]. It will be valuable to investigate direct effects of ELS on microglia and their interactions with the mentioned cell types via, e.g., RNAscope, single-cell mRNA sequencing or genetic manipulations, in future experiments.

Concerning the long-term effects of ELS on P200 microglia, ELS induced a shift in microglial morphological subtypes, which are indicative for immune reactive cells [52]. These alterations were accompanied by increased expression of genes related to inflammatory response, in line with the previously reported ‘immune-activated’ microglial phenotype following ELS [36, 38, 39], and downregulation of genes involved in microtubule (de)polymerization, typically involved in morphological modulations [68]. The motility and dynamics of the microglial cytoskeleton are important for core functions such as chemotaxis [69] and phagocytosis [70], thus potentially contributing to the observed reduction in phagocytic capacity of adult ELS-derived microglia. Furthermore, genes involved in neuronal development, gliogenesis, and microtubule regulation were downregulated by ELS at P200, which could contribute to earlier reported ELS-induced deficits in various forms of cellular plasticity [38, 40, 71].

With an unbiased weighted gene co-expression network analysis (WGCNA) analysis, we identified an ELS-associated gene module in P200 microglia specifically related to protein ubiquitination and degradation of ubiquitinated proteins, consistent with reported alterations in the ubiquitin-proteasome system in the hippocampus and cortex of adult rats exposed to maternal separation [72]. Ubiquitin is crucial for protein degradation processes and is also involved in inflammatory pathways [73]. This could contribute to ELS-induced increased risk for diseases with a neuroimmune component such as Alzheimer’s disease, a link that has been proposed in pre-clinical models [74–77] and epidemiological studies [78–80].

In summary, while at P9 we did not detect effects of ELS on microglial gene expression, latent changes nonetheless occur, and resulted in the observed differential microglial gene expression in adult ELS-exposed mice.

### ELS modulates microglia development between P9 and P200

In line with the hypothesis of ELS-associated alterations to developmental trajectories, we observed both shared and unique shifts in gene expression profiles between P9 and P200 in CTR and ELS mice. Microglia upregulated inflammatory pathways across developmental patterns independent of early-life condition, consistent with earlier reported developmental pattern of microglial gene expression, transitioning from processes related to the cell cycle and pruning to those related to immune surveillance [24, 81–84]. We detected several differences in the transcriptional changes from P9 to P200 between CTR and ELS animals. For instance, development of CTR microglia specifically involved the Tnf pathway, whereas the Tgfβ pathway was specifically induced during development of ELS microglia. 

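Among the genes that the paper names for the Tnf response, the unadjusted interaction p of age and condition was 0.012 for Acod1, 0.351 for Hyal3, 0.101 for Ccl3, 0.0894 for Nfe2l2 and 0.178 for Ccl25. For the Tgfβ genes it was 0.0681 for Gdf9, 0.288 for Src, 0.0766 for Smurf1, 0.421 for Zfyve9 and 0.519 for Arhgef18. The smallest adjusted value among the 10 genes was 0.355, from edgeR's quasi-likelihood test over all genes.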

Tgfβ signaling has been reported to drive microglial survival [85], and Tgfβ serum levels have been linked to ELS, as it positively correlated with plasma cortisol levels after an acute stressor in 2-year old primates that experienced ELS [86].

These results indicate that ELS and CTR microglia follow different developmental trajectories, specifically in immune-response related genes. The exact implications of this differential trajectory for ELS microglia remain to be determined, but it might underlie how ELS modulates the response to later-life challenges, such as other forms of stress and infection reported by others and us [27, 31, 32, 82, 87].

### ELS modulates microglia immune reactivity to LPS challenge in adulthood

We were able to confirm an LPS-associated increased of various inflammatory cytokines, without interaction with ELS. This is in contrast with our recently reported ELS-induced exacerbation of LPS-induced increased plasma levels of IL-6, CXCL1, and CCL2 [88]. This difference in cytokine levels is likely due to different LPS doses used (1 versus 5 mg/kg) and the time post injection before cytokine levels were determined (3 versus 24 hours). Beyond confirming an LPS-induced upregulation of inflammatory genes [22, 27, 28] and downregulation of autophagy genes [89, 90] in both CTR and ELS microglia, we also uncovered a differential LPS response dependent on early-life exposure. These results are in line with the two-hit hypothesis, which postulates that a ‘first hit’ increases sensitivity to later-life challenges that are unmasked by a ‘second hit’ [91]. We previously reported that a first hit in the form of an LPS challenge or deficiency of the DNA repair enzyme Ercc1 interacts with a second LPS hit to unmask long-lasting epigenetic changes leading to either reduced or exaggerated LPS responses as compared to naïve mice injected with LPS [41, 53, 92]. Here, we demonstrate that ELS can similarly serve as a first hit that affects the transcriptional response of microglia to an LPS challenge in adulthood. Interestingly, beyond exacerbating the expression of a group of LPS-responsive genes, suggesting microglia priming [53], ELS also led to a distinct transcriptional profile in response to LPS.

### ELS impacts on microglial phagocytosis of synaptosomes

In line with our transcriptomic data, we demonstrated deficits in the ex vivo uptake of synaptosomes in P200, but not P9, microglia isolated from ELS mice. This is important considering the key role of microglial phagocytosis (i.e., pruning) in brain development and function [25, 93], and the role of neuron-microglia crosstalk in mediating the hippocampal response to stress [94, 95].

At P9, we found reduced microglial phagocytosis, which was driven by the origin of the synaptosomes (i.e., the early-life condition of the mice we extracted synaptosomes from) rather than the origin of the microglia. This suggests that ELS leads to an altered molecular signature in the developmental synapses in the hippocampus. Such reduction of the phagocytosis of ELS synapses, is in line with ELS-induced impaired pruning of excitatory synapses in the hypothalamus at P9 [96]. These synaptic signatures could drive the lasting microglial (mal-)adaptations, as we found in our adult data, where the early-life condition of both synaptosomes and microglia contributed to reduced synaptic uptake, possibly ultimately contributing to the well-established ELS effects on hippocampal plasticity [40, 97, 98]. The downregulation of synaptic phagocytosis by P200 ELS microglia might seem counterintuitive considering the literature on ELS-induced reduction of dendritic and synaptic complexity [99–101], which would imply increased phagocytosis. In fact, we previously demonstrated increased CD68 immunoreactivity in two separate cohorts of adult ELS-exposed mice [14, 38], and observed here the upregulation of genes regulating phagocytosis (e.g., *C1qbp* and *Gas6*) in our adult transcriptomic data. These are in line with the increased phagocytosis of bacterial particles observed in mice exposed to maternal separation [13], despite the difference in age. 

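C1qbp was at 13.9 ± 8.09 CPM (SD, n = 7) in CTR-PBS and 34.0 ± 12.7 CPM (n = 6) in ELS-PBS mice, and Gas6 at 78.9 ± 17.0 CPM and 177 ± 55.5 CPM. In LPS-injected mice C1qbp was at 18.6 ± 5.00 CPM (n = 7) in CTR and 31.6 ± 13.4 CPM (n = 5) in ELS.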

Our data, together with the reported findings by Delpech et al. [13] and Bolton et al. [96], suggest that ELS effects of phagocytosis, rather than being generalized, are complex and dependent on, e.g., specific substrates and possible eat-me signals. The identity of these different pathways, their regulators, and how ELS modulates them, is still unexplored and awaits future studies.

One specific gene that we explored further is the opsonin *Gas6*. We demonstrated *Gas6* to be increased not only in ELS-exposed microglia in mice, but also, importantly, in the post-mortem hippocampi of patients with a history of childhood abuse, both globally and specifically in microglia. GAS6 is a ligand for the tyrosine kinase receptors TYRO3, AXL, and MERTK (TAM) that stimulate microglial phagocytosis [102]. Its signaling is also known to dampen the LPS inflammatory response of primary cultured microglia [103], mediated by TGF-β expression [104], which was increased in ELS microglia. GAS6 is present at high levels in the brain throughout development, continues to be expressed in adulthood in rodents and humans [57, 105], and may act as a neurotrophic factor for hippocampal neurons [106]. The modulation of this pathway by ELS is in line with the findings by Bolton et al., where the impaired synaptic phagocytosis of hypothalamic excitatory neurons was mediated via the AXL and MERTK receptors [96]. While the increase in GAS6 might raise expectations towards increased microglial phagocytic capacity, it is important to note that GAS6 both activates and is secreted by microglia [56, 104]. Because activation of the GAS6 receptor MERTK has been shown to stimulate synaptic phagocytosis in astrocytes [107], the observed increase in microglial GAS6 might be a mechanism to recruit other phagocytes to compensate for their deficient functioning.

Moreover, the induction of the TAM pathway by secreted ligands such as GAS6 inhibits prolonged and unrestricted inherent immune responses in macrophages/microglia. Activation of TAM receptors triggers the expression of suppressors of cytokine signaling proteins, which either terminate cytokine receptor-mediated signaling or inhibit nuclear factor kappa B (NF-κB) transcriptional activity [108]. In line with this, we found relative downregulation of NF-κB-related GO terms in ELS-PBS microglia versus CTR-PBS microglia. According to this mechanism, overexpression of *Gas6* in dentate gyrus microglia after ELS might represent a compensatory mechanism to prevent microglia from becoming hyperresponsive to activation due to stressors or other stimuli in adulthood. This upregulation would imply a non-inflammatory phenotype of microglia in major depression, consistent with recent post-mortem investigations [109] that revealed, e.g., increased homeostatic marker expression in the microglia of depressed individuals [110, 111].

An additional significance of the hippocampal GAS6-TAM pathway is its dual role in regulating neurogenesis both directly by supporting neural stem cells, and indirectly by inhibiting microglia and astrocytes [103]. Given the ample evidence of long-term modulation of adult hippocampal neurogenesis by ELS [112], there might be clinical implications for targeting TAM receptor-mediated signaling pathways to treat conditions accompanied by neurogenesis loss [108, 113], such as depression [109], for which ELS is a major risk factor [3]. Importantly, especially in the context of deriving translational insights from our data, we were not able to include female mice in our study. This is pertinent given the documented sex differences in microglia [114], phenotype after ELS exposure [40, 115], and LPS response [116]. These effects should be followed up in future studies.

Overall, we report here that ELS has long-term effects on hippocampal microglia. ELS altered the distribution of morphological subtypes of microglia, the adult microglia transcriptome at basal state, the microglial developmental trajectory, and their response to an acute immune challenge during adulthood. We provide evidence that these changes have functional consequences for phagocytosis, and that microglia are lastingly impacted in the human brain after childhood abuse. These data highlight the key role of microglia in the lasting effects of ELS exposure, thereby possibly mediating the ELS-induced increased vulnerability to psychopathologies with a neuroinflammatory component such as Alzheimer’s disease and depression.

## Supplementary information

Supplementary Materials

Figure S1

Figure S2

Figure S3

Figure S4

Supplementary Tables Excel File

## Data Availability

The mRNA sequencing data generated in this study is available at the Gene Expression Omnibus database, under accession number GSE207067. All other data will be made available upon request.

# Supplementary material for: Early-life stress lastingly impacts microglial transcriptome and function under basal and immune-challenged conditions
**Source:** Transl Psychiatry. 2022 Dec 8;12:507. doi: 10.1038/s41398-022-02265-6
**Supplement:** Supplementary file 1 — Supplementary Materials

Supplementary Figure Legends

Figure S1: ELS validation across cohorts used (related to Materials and Methods: ELS model), and morphological analysis of ELS and control microglia in adulthood under basal and immune-challenged conditions (related to figure 1).

(A) ELS decreases body weight gain from postnatal days 2-9 across various cohorts in this project. Body weight at P2 is based on the average body weight, by sex, in each nest. Two-tailed student’s t-test, *: main effect condition, p<0.05. (B, C) Iba1+ cell density (B) and coverage (C) in the dentate gyrus and cornu ammonis of the hippocampus. Two-tailed two-way ANOVA, *: main effect LPS, p<0.05; $: trend for LPS effect, p=0.053. (D) Effects of condition (CTR/ELS) and treatment (PBS/LPS) on the proportion of morphological microglia subtypes in the stratum lacunosum-moleculare of 3-5 months old CTR and ELS-exposed mice. General Linear Model Multivariate test, *: main effect treatment, #: treatment effect for subtype 1, 3 and 4, ^: condition effect for subtype 1. p<0.05. Abbreviations: CTR= control, ELS= early-life stress, ANOVA = analysis of variance, LPS = lipopolysaccharide, PBS = phosphate-buffered saline. Center values in bar graphs represent the mean, error bars represent the SEM. Stacked bar plot depicts the average proportion of each cell type per group.

Figure S2: Transcriptional analysis of ELS and control microglia in adulthood under basal and immune-challenged conditions (related to figure 1).

(A) FACS strategy to obtain single, viable (DAPI-, DRAQ5+), CD45+, CD11b+ microglia. (B) Average expression (logCPM) of gene sets specific for different brain cell types (64) (Table S2) in microglia of all experimental groups. (C) Pearson correlation (R2) of the first 6 principal components (PC) to the experimental variables (treatment (PBS/LPS), condition (CTR/ELS) and age (P9/P200)) (FDR ***<0.001, **<0.01, *<0.05). (D) Volcano plot depicting differential expressed genes between P9: ELS and P9: CTR (logFC</>1, FDR<0.05). Each dot represents a gene. The only significantly differentially expressed gene, Trem1, is labelled and marked with cyan. (E) Gene expression (CPM) of Trem1 in P9: ELS and P9: CTR microglia from individual mice. (F) Gene dendrogram and module colors of weighted gene co-expression network analysis. Abbreviations: AST = astrocytes, CTR = control, CPM = counts per million, ELS = early- life stress, END= endothelial cells, FC = fold change, FSC = forward scatter, LPS = lipopolysaccharide, MIC = microglia, NEU = neurons, OLI = oligodendrocytes, P = postnatal day, PC = principal component, PBS = phosphate-buffered saline, SSC = side scatter.

Figure S3: Plasma cytokines and cluster analysis of LPS-responsive genes in CTR and ELS microglia.

(A) Plasma cytokines from cohort 3; CTR and ELS mice injected with PBS or LPS (1 mg/kg), measured 3 hours post injection at P200 with a cytometric bead array. Two-tailed two-way ANOVA * main effect treatment (PBS/LPS), p< 0.0001 (B) Heatmap with Manhattan distance-based hierarchical clustering analysis depicting z-scores of average logCPM values of all genes overlapping between P200: CTR-LPS vs P200: CTR-PBS and P200: ELS-LPS vs P200: ELS-PBS. (related to figure 3). Abbreviations: CTR= control, ELS= early-life stress, LPS= lipopolysaccharide, PBS= phosphate-buffered saline.

Figure S4: Flow cytometry analysis of synaptosomal phagocytosis ex vivo (related to figure 4)

Gating strategy used in the ex vivo phagocytosis experiments. Live (DAPI-) cells were selected from the doublet population. The amount of phagocytosis was quantified as the proportion of phRodo+ CD11b+ cells divided by the total amount of live CD11b+ cells.

Supplementary tables

- Table S1. Clinical information from individuals used in the post-mortem study (related to Materials and Methods: Human cohort and Figure 5)**.**
- Table S2. publicly available gene lists of CNS cell types (64) and trained genes (53) doi: 10.1186/s40478-015-0203-5) (related to Figure S2B and Fig 3F).
- Table S3. Differential gene expression analysis P9: ELS vs. P9: CTR (logFC</>1, FDR<0.05) (related to Figure S2D,E).
- Table S4. Differential gene expression analysis P200: ELS-PBS vs. P200: CTR-PBS (logFC</>1, FDR<0.05) (related to Figure 1C).
- Table S5. Gene ontology analysis of genes identified in P200: ELS-PBS vs. P200: CTR-PBS microglia (p value<0.05) (related to Figure 1D).
- Table S6. Genes belonging to the pink module identified in WGCNA (related to Figure 1E, Figure S2F).
- Table S7. Gene ontology analysis of pink module genes (adjusted p value<0.05) (related to Figure 1F)
- Table S8. Differential gene expression analysis P200: CTR-PBS vs. P9: CTR (logFC</>1, FDR<0.05) (related to Figure 2A).
- Table S9. Differential gene expression analysis P200: ELS-PBS vs. P9: ELS (logFC</>1, FDR<0.05) (related to Figure 2A).
- Table S10. Original (enrichR) and reduced (rrvgo) gene ontology analysis of genes enriched in ELS and CTR microglia in the P200 vs P9 comparison (related to Figure 2C).
- Table S11. Original (enrichR) and reduced (rrvgo) gene ontology analysis of genes depleted in ELS and CTR microglia in the P200 vs P9 comparison (related to Figure 2D).
- Table S12. Differential gene expression analysis P200: CTR-LPS vs. P200: CTR-PBS (logFC</>1, FDR<0.05) (related to Figure 3A).
- Table S13. Differential gene expression analysis P200: ELS-LPS vs. P200: ELS-PBS (logFC</>1, FDR<0.05) (related to Figure 3A).
- Table S14. Original (enrichR) and reduced (rrvgo) gene ontology analysis of genes enriched in ELS and CTR microglia in the LPS vs PBS comparison (related to Figure 3B).
- Table S15. Original (enrichR) and reduced (rrvgo) gene ontology analysis of genes depleted in ELS and CTR microglia in the LPS vs PBS comparison (related to Figure 3C).
- Table S16. Clustering analysis of overlapping genes between the LPS response of ELS and CTR microglia (related to figure 3F).

**Supplementary methods**

**Breeding and early-life stress model**

Male (6 weeks of age) and primiparous female (8 weeks of age) C57Bl/6J mice were purchased from Harlan Laboratories B.V. (Venray, The Netherlands), housed in a controlled environment (temperature 22±1°C, humidity 55±5%) with *ad libitum* standard rodent chow and water, under a 12:12 h light-dark cycle schedule (lights on at 8 AM). After two weeks of acclimatization, mice were bred in house by housing two females with one male for one week. After another week of paired-housing of the two females, females were housed individually in a standard cage (type 1 short cage) covered with a filter top. Females were monitored daily, between 9 and 10 AM, for the birth of pups. When a litter was detected, the previous day was designated the day of birth (postnatal day (P)0). At P2, litters were randomly assigned to control (CTR) or early-life stress (ELS) groups. Only male mice were used in this study.

Early-life stress was induced via the limited bedding and nesting (LBN) stress paradigm as described before by our group and others (1–4). The LBN model induces fragmentation of maternal care resulting in chronic stress in the pups. At P2, litters were culled to six pups per litter (sex ratio male:female of 3:3 or 4:2) without cross fostering, randomly assigned to CTR or ELS condition. In ELS cages, the bottom was covered with a small amount of sawdust bedding and a fine-gauge stainless steel mesh was placed 1 cm above the cage floor. Half a square piece of cotton nesting material (2,5 x 5 cm, Technilab-BMI, Someren, the Netherlands) was placed on top of the mesh. Control cages were equipped with standard amounts of sawdust bedding and nesting material (one square piece of cotton nesting material (5 x 5cm). Animals were supplied with food and water *ad libitum* and covered with a filtertop. Throughout all procedures, manipulation was kept to a minimum to avoid handling effects and animals were left undisturbed until P9. All experiments and analyses were performed by researchers blinded to experimental conditions, with the exception of phagocytosis assays performed at P9, due to the visually distinct nature of the ELS treatment.

**Mouse tissue preparation**

For the immunohistochemistry cohort, mice were i.p. injected with 120 mg/kg Euthasol, then transcardially perfused with ice-cold PBS and 4% paraformaldehyde (PFA). Brains were post-fixed in 4 % PFA at 4˚C overnight before transfer to phosphate buffer (PB) with 0.01 % Na-Azide. Coronal brain sections (40 µm thick) were obtained using a sliding microtome after cryoprotection in 15% and 30% sucrose in 0.1 M PB. Sections were stored in antifreeze at -20˚C until use. For the transcriptomics cohort, mice were i.p. injected with 120 mg/kg Euthasol, and transcardially perfused with ice-cold PBS before dissecting out the hippocampus. For the synaptosome isolation and phagocytosis cohort, mice were sacrificed via rapid decapitation, with the respective brain tissues dissected out at 4˚C.

**Microglia staining**

Sections were incubated in 0.3 % H_2_O_2_ for 15 min to block endogenous peroxidase activity, then blocked in a ﻿0.05 M tris-buffered saline (TBS) solution containing 1% bovine serum albumin and 0.1% triton X-100 (pH 7.6) for 30 min. Samples were incubated in blocking mix containing primary antibody (1:5000 rabbit anti-IBA1, 019-19741, Wako) and incubated for 1 h at RT, then overnight at 4 degrees. The next day, sections were incubated for 2 h with 1:500 goat anti-rabbit biotinylated (Vector Laboratories) in blocking mix, after which sections were incubated with 1:800 avidin-biotin complex (Vectastain elite ABC-peroxidase kit, Brunschwig Chemie) in 0.05 M TBS. Finally, sections were washed in 0.05 TB (pH 7.6), incubated in 0.2 mg/1 ml diaminobenzidine (DAB, 0.01% H2O2 in 0.05 M TB) for the chromogen development, then mounted on pre-coated glass slides (Superfrost Plus slides, Menzel) and cover slipped using Entellan^TM^. Sections were washed in 0.05M Tris buffered saline in between steps unless otherwise specified.

Microglia subtype classification:

We subdivided microglia in a 20.000 µm^2^ region of interest within the hilus of the dentate gyrus and the stratum lacunosum-moleculare of the cornu ammonis as follows: type 1, ramified cells with many long, thin processes; type 2, cells with a clear distinguished soma with thicker longer processes; type 3, spider-like cells with no clear distinguished soma and numerous stout processes; type 4, cells with less than three short, thick processes; type 5, round, amoeboid cells without visible processes (Figure 1B, S1E).

**Microglia isolation**

After saline perfusion, hippocampi were dissected and collected in HBSS (Gibco, 14170-088) containing 15 mM HEPES (Lonza, BE17-737E), termed medium A, and 0.6 % glucose (Sigma-Aldrich, G8769)) at 4°C. Microglia were isolated on ice as described elsewhere (5). Briefly, a single cell suspension was obtained through mechanical dissociation of the brain tissue in a glass homogenizer filled with medium A. The cell suspension was filtered with a 70 µm cell strainer (Falcon, 352350). For brain tissue of adult mice, myelin and other lipids were removed by Percoll (Cytiva, 17-5445-02) gradient centrifugation at 950 xg for 20 min with brakes off. Percoll was diluted 9:1 in 10x HBSS (Gibco, 14180-046) and was regarded as 100% Percoll, which was further diluted in Medium A to 24.4 % Percoll. After this centrifugation step, cells were resuspended in colorless medium A (HBSS (Gibco, 14170-053) containing 15 mM HEPES, 0.6% glucose, and 1 mM EDTA (Invitrogen, 15575-038). Since myelin is nearly absent in the postnatal brain, Percoll gradient centrifugation was not performed for brain tissue of P9 mice. Unspecific binding of antibodies to the cells was prevented by incubating the cells for 15 minutes on ice with anti-mouse Fc receptor (5 µg/ml, eBioscience, 14-0161). Following the cells were stained with anti-mouse CD11b-PE (1.2 µg/ml, eBioscience, 12-0112) and anti-mouse CD45-FITC (2.5 µg/ml, eBioscience, 11-0451). Shortly before cell sorting DAPI (0.15 µg/ml, Biolegend, 422801) and DRAQ5 (2 µM, Thermo Scientific, 62251) were added to the cell suspension. Single, viable (DAPI^-^, DRAQ5^+^) microglia (CD45^int^, CD11b^+^) were sorted with the Beckman Coulter MoFlo XDP and were collected in 350 µl RNA lysis buffer (Qiagen, 1053393). Lysates were stored at -80°C until further use.

RNA isolation and mRNA sequencing

RNA was isolated with the RNeasy Plus Micro RNA isolation kit following the manufacturer’s protocol (Qiagen, 74034). The RNA concentration was determined with the Agilent tapestation system and the HS RNA kit. Library preparation, sequencing and primary data analysis were performed at GenomeScan in Leiden, the Netherlands. The NEBNext Low Input RNA Library Prep Kit for Illumina was used to process the samples. The sample preparation was performed according to the protocol "NEBNext Low Input RNA Library Prep Kit for Illumina" (NEB #E6420S/L). Briefly, cDNA was synthesized and amplified from poly-A-tailed mRNA. This was used for ligation with the sequencing adapters and PCR amplification of the resulting product. The quality and yield after sample preparation was measured with the Fragment Analyzer. The size of the resulting products was consistent with the expected size distribution (a peak between 200-400 bp). Clustering and DNA sequencing using the NovaSeq6000 was performed according to manufacturer's protocols. A concentration of 1.1 nM of DNA was used. The NovaSeq control software NCS v1.7 was used.

mRNA sequencing data analysis

Image analysis, base calling, and quality check was performed with the Illumina data analysis pipeline RTA3.4.4 and Bcl2fastq v2.20. Raw sequencing reads may contain low-quality, adaptor-polluted, or high content of unknown base reads. These should be processed to be removed before downstream analyzes. Sequence reads were trimmed to remove possible adapter sequences using cutadapt v2.10. Presumed adapter sequences were removed from the read when the bases matched a sequence in the adapter sequence set (TruSeq adapters).

For each sample, the trimmed reads were mapped to the mouse genome GRCm39 (Mus_musculus.GRCm39.dna.primary_assembly.fa). The reads were mapped to the reference sequence using a short-read aligner based on Burrows—Wheeler Transform (STAR2 v2.5.4) with default settings. The aligner is a splice-aware mapper that detects splice junctions and incorporates them to help align the entire read. Based on the mapped locations in the alignment file the frequency of how often a read was mapped on a transcript was determined with HTSeq v0.11.0. The hit counts were summarized and reported using the gene_id feature in the annotation file. Only unique reads that fall within exonic regions were counted. The counts were saved to count files, which served as input for downstream mRNA-seq analysis.

Differential gene expression analysis (±logFC >1, FDR<0.05) was done using a generalized linear model in edgeR (v3.32.1)(6) after exclusion of lowly expressed genes (total count < 1 in more than 2 samples) and normalization using trimmed mean of M-values.

A signed weighted gene co-expression analysis was done only on the P200 samples using the WGCNA package (v1.70-3)(7) on genes (total count >1000) VST-transformed with DeSeq2 (v1.24.0)(8). The adjacency and dissimilarity (1-dissTOM) matrix were calculated with a soft power threshold of 12. Gene modules were identified by hierarchical clustering with a minimal size of 150 genes. Metadata variables (condition, treatment) were converted to binary variables and were correlated to the previously identified module eigengenes, with p-value<0.05 being considered significant.

Gene ontology (GO) analysis for differentially expressed genes and gene modules was performed with enrichR (v3.0)(9) based on the "GO_Biological_Process_2021" database. Enrichment was based on adjusted p-value<0.05. When no GO terms were enriched with an adjusted p-value<0.05, GO terms with a p-value<0.05 were reported. GO terms shown in Figure 2 and 3 were reduced into parent terms using a semantic similarity matrix using the rrvgo package (v1.2.0)(10). The sum of total gene counts of all GO terms within one parent term was calculated and reported. Certain GO terms are reported in-text with their associated genes; for terms with >4 associated genes, the top 5 are listed based on absolute logFC.

Heatmap clustering was performed using the ward. D2 clustering method and Manhattan distance as clustering metrics, and visualized with pheatmap (v1.0.12) (11). Calculation of Pearson correlation between the first six principal components (PC) and experimental variables (age, condition, treatment), was done with the eigencorplot function of PCAtools (v2.2.0)(12), correcting for multiple testing using the Benjamini-Hochberg procedure. The first six PCs were used since they were identified with the Elbow method and Horn’s parallel analysis to explain the most variance in our data. Venn diagrams were made with VennDiagram (v1.6.20)(13). Alluvial plots were generated with ggalluvial (v0.12.3) (14). All other plots were generated with ggplot2 (v3.3.3.9000)(15).

**Hippocampal synaptosome isolation and conjugation**

Hippocampi from P9 or P150 mice were dissected and stored on dry ice until synaptosome isolation based on a published protocol (16). Hippocampi were homogenized in a buffer (0.32 M sucrose + 5 mM HEPES in 1x DPBS pH=7.4, with protease inhibitor cocktail Roche, 04693159001) using a tight Dounce pestle and centrifuged at 1000g for 10min at 4˚C. The supernatant was overlaid on a discontinuous 0.85M/1.2M sucrose gradient and ultracentrifuged at 100,000g for 2 h. The 0.85M/1.2M interphase was collected and diluted with more homogenization buffer, and the synaptosomes were precipitated out by ultracentrifugation 76,000g for 30 min. Synaptosomes were resuspended in 100µl 0.1M NaHCO_3_, and their concentrations determined via BCA Assay (Thermo Scientific, 23225). Synaptosomes were conjugated to phRodo-red (P36600, Invitrogen) according to manufacturer instructions, and diluted to a concentration of 7.5µg/µl.

**Microglia enrichment for ex vivo phagocytosis assay**

After sacrifice via rapid decapitation, whole brains (pups) or half brains from the cortex until the midbrain (adults) were collected into medium A, consisting of 1x HBSS (Gibco, 14170-088) with 15mM HEPES (Lonza, BE17-737E), and 0.6 % glucose (Sigma-Aldrich, G8769). The brains were homogenized using a loose Dounce pestle on ice, before passing through a pre-wet 70 µm filter. After a 6 min centrifugation at 500 x*g* and 4˚C, pellets were resuspended in 70 % isotonic Percoll (Cytiva, 17-5445-02) solution, which was overlaid with either 30% (pups) or 37% (adults) isotonic Percoll and centrifuged cold for 900 x*g* at 25min (pups), or 2000 *x*g at 20min (adults). 2ml of the resulting interphase was collected, diluted with 10 ml (pups) or 6 ml (adults) medium A, and centrifuged. The pellet was resuspended in 200µl of DMEM-F12 solution, counted using an automated cell counter (Bio-rad), and seeded into polystyrene FACS tubes at a concentration of 50,000 (pups) or 80,000 (adults) cells in 300µl DMEM-F12.

Cells were incubated with 1.25µg (pups) or 2µg (adults) phRodo-conjugated synaptosomes from age-matched CTL or ES mice for 30min, after which they were washed with 600µl DMEM/F12 and centrifuged. The pellet was washed again with FACS buffer (1x DBPS with 0.5% BSA and 2mM EDTA), before blocking in a 1:100 CD16/CD32 (Thermofisher 14-0161-82) in FACS buffer solution for 15 min. Cells were then stained 1:100 using APC-conjugated CD11b (Thermofisher, 17-0112-82) for 30min. Cells were then washed with 1ml FACS buffer, centrifuged, and resuspended before flow cytometry analysis.

**Human cohort and Fluorescent *in situ* hybridization in post-mortem human hippocampus**

Fresh-frozen hippocampal blocks from well-characterized age-matched adult males (depressed suicides with a history of child abuse and matched sudden-death controls) were obtained from the Douglas-Bell Canada Brain Bank (Montreal, Canada). Phenotypic information was retrieved through standardized psychological autopsies, in collaboration with the Quebec Coroner’s Office and with informed consent from next of kin. Presence of any or suspected neurological/neurodegenerative disorder signaled in clinical files constituted an exclusion criterion. Cases and controls are defined with the support of medical charts and Coroner records. Proxy-based interviews with one or more informants best acquainted with the deceased are supplemented with information from archival material obtained from hospitals, Coroner’s office, and social services. Clinical vignettes are then produced and assessed by a panel of clinicians to generate Diagnostic and Statistical Manual of Mental Disorders (DSM-IV) diagnostic criteria, providing sociodemographic characteristics, social developmental history, DSM-IV axis I diagnostic information, and behavioral traits—information that is obtained through different adapted questionnaires. Toxicological assessments and medication prescription are also obtained. As described previously, characterization of early-life histories was based on adapted Childhood Experience of Care and Abuse interviews assessing experiences of sexual and physical abuse, as well as neglect, and for which scores from siblings are highly concordant. We considered as severe early-life adversity (ELA) reports of non-random major physical and/or sexual abuse during childhood (up to 15 years). Only cases with the maximum severity ratings of 1 and 2 were included. This information was then complemented with medical charts and Coroner records. Because of this narrow selection criterion, it was not possible to stratify different types of abuse within the sample (17). Group characteristics can be found in Table S1, together with correlations between covariates (age, post-mortem interval (PMI), pH, substance dependence, and medication) and the variables measured in this study.

Hippocampal tissues were cut serially with a cryostat and 10 µm-thick sections were collected on Superfrost charged slides. *In situ* hybridization was performed using Advanced Cell Diagnostics RNAscope® probes and reagents (ACD Bio, 323110) following the manufacturer’s instructions. Sections were first fixed in cold 10% neutral buffered formalin for 15 min, dehydrated by increasing gradient of ethanol baths, and air dried for 5 min. Endogenous peroxidase activity was quenched with hydrogen peroxide for 10 min followed by protease digestion for 30 min at room temperature. The following probes were then hybridized for 2 h at 40 °C in a humidity-controlled oven: Hs-TMEM119 (ACD Bio 478911) and Hs-GAS6 (ACD Bio 455141). Amplifiers were added using the AMP reagents and the signal visualized through probe-specific HRP-based detection by tyramide signal amplification (TSA) with Opal dyes (Opal 520 and Opal 570; Perkin Elmer) diluted 1:900. To eliminate endogenous autofluorescence from lipofuscin and cellular debris, sections were incubated with TrueBlack (Biotium, 23007) for 30s. Slides were then coverslipped with Vectashield mounting medium with 4′,6-diamidino-2-phenylindole (DAPI) for nuclear staining (Vector Laboratories, H-1800) and kept at 4 °C until imaging. Both positive and negative controls provided by the supplier were used on separate sections to confirm signal specificity. Hippocampal sections were imaged using Olympus VS120 virtual slide microscope at 20x resolution. Dentate gyrus area was demarcated manually and QuPath (v0.3.2)(18) was employed for automated cell detection based on DAPI staining and RNAscope signal quantification. For stringent quantification, only cells bearing 3 or more fluorescence puncta for each probe were counted as positive.

**References**

1. Rice CJ, Sandman CA, Lenjavi MR, Baram TZ. A novel mouse model for acute and long-lasting consequences of early life stress. Endocrinology. 2008;149(10):4892–900.

2. Naninck EFG, Hoeijmakers L, Kakava-Georgiadou N, Meesters A, Lazic SE, Lucassen PJ, et al. Chronic early life stress alters developmental and adult neurogenesis and impairs cognitive function in mice. Hippocampus. 2015;25(3):309–28.

3. Hoeijmakers L, Ruigrok SR, Amelianchik A, Ivan D, van Dam AMM, Lucassen PJ, et al. Early-life stress lastingly alters the neuroinflammatory response to amyloid pathology in an Alzheimer’s disease mouse model. Brain Behav Immun. 2017;63:160–75.

4. Yam KY, Schipper L, Reemst K, Ruigrok SR, Abbink MR, Hoeijmakers L, et al. Increasing availability of ω-3 fatty acid in the early-life diet prevents the early-life stress-induced cognitive impairments without affecting metabolic alterations. FASEB J. 2019;33(4):5729–40.

5. Galatro TF, Vainchtein ID, Brouwer N, Boddeke EWGM, Eggen BJL. Isolation of microglia and immune infiltrates from mouse and primate central nervous system. In: Methods in Molecular Biology. 2017. p. 333–42.

6. Robinson MD, McCarthy DJ, Smyth GK. edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2009;26(1):139–40.

7. Langfelder P, Horvath S. WGCNA: An R package for weighted correlation network analysis. BMC Bioinformatics. 2008;9(1):559.

8. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550.

9. Xie Z, Bailey A, Kuleshov M V., Clarke DJB, Evangelista JE, Jenkins SL, et al. Gene Set Knowledge Discovery with Enrichr. Curr Protoc. 2021;1(3):e90.

10. Sayols S. rrvgo: a Bioconductor package to reduce and visualize Gene Ontology terms. 2020;

11. Kolde R. pheatmap: Pretty Heatmaps. R package version 1.0.12. 2019;

12. Blighe, Kevin, and Lun A. PCAtools: everything Principal Components Analysis. 2019.

13. Chen H, Boutros PC. VennDiagram: A package for the generation of highly-customizable Venn and Euler diagrams in R. BMC Bioinformatics. 2011;12.

14. Brunson JC. ggalluvial: Alluvial Plots in “ggplot2”. 2020.

15. Wickham H. ggplot2: elegant graphics for data analysis. 2016.

16. Gonzalez-Lozano MA, Koopmans F, Sullivan PF, Protze J, Krause G, Verhage M, et al. Stitching the synapse: Cross-linking mass spectrometry into resolving synaptic protein interactions. Sci Adv. 2020;6(8).

17. Tanti A, Belliveau C, Nagy C, Maitra M, Denux F, Perlman K, et al. Child abuse associates with increased recruitment of perineuronal nets in the ventromedial prefrontal cortex: a possible implication of oligodendrocyte progenitor cells. Mol Psychiatry. 2021;27(3).

18. Bankhead P, Loughrey MB, Fernández JA, Dombrowski Y, McArt DG, Dunne PD, et al. QuPath: Open source software for digital pathology image analysis. Sci Rep. 2017;7(1).

# Supplementary material for: Early-life stress lastingly impacts microglial transcriptome and function under basal and immune-challenged conditions
**Source:** Transl Psychiatry. 2022 Dec 8;12:507. doi: 10.1038/s41398-022-02265-6

Figure S3

A

| Experimental group    | IFN $\gamma$ |          | IL6       |          | IL10    |          | IL12p70 |         | MCP-1    |          | TNF     |         |
|-----------------------|--------------|----------|-----------|----------|---------|----------|---------|---------|----------|----------|---------|---------|
|                       | Mean         | SD       | Mean      | SD       | Mean    | SD       | Mean    | SD      | Mean     | SD       | Mean    | SD      |
| CTL-PBS (N=7)         | 0.669        | 0.062    | 23.806    | 3.507    | 88.454  | 15.591   | 16.925  | 5.769   | 26.024   | 4.384    | 0.766   | 0.403   |
| ELS-PBS (N=6)         | 0.738        | 0.144    | 49.995    | 40.976   | 88.281  | 12.939   | 31.937  | 32.437  | 39.968   | 17.441   | 0.763   | 0.345   |
| CTL-LPS (N=7)         | 4.295        | 1.533    | 14898.098 | 1432.613 | 569.667 | 234.826  | 41.470  | 11.660  | 5367.950 | 718.695  | 668.056 | 464.294 |
| ELS-LPS (N=5)         | 3.986        | 1.264    | 14837.980 | 1805.400 | 606.816 | 159.516  | 61.950  | 63.274  | 5402.863 | 1398.141 | 651.438 | 570.128 |
| Two-way ANOVA         | F1.21        | p-value  | F1.21     | p-value  | F1.21   | p-value  | F1.21   | p-value | F1.21    | p-value  | F1.21   | p-value |
| Condition             | 0.449        | 0.510    | 2.422     | 0.135    | 0.008   | 0.931    | 1.557   | 0.226   | 0.570    | 0.459    | 0.003   | 0.954   |
| Treatment             | 75.949       | <0.0001* | 1135.063  | <0.0001* | 74.435  | <0.0001* | 4.258   | 0.052   | 342.913  | <0.0001* | 21.318  | 0.0001* |
| Condition X Treatment | 0.224        | 0.641    | 0.009     | 0.923    | 0.103   | 0.751    | 0.043   | 0.837   | 0.001    | 0.972    | 0.003   | 0.954   |

B

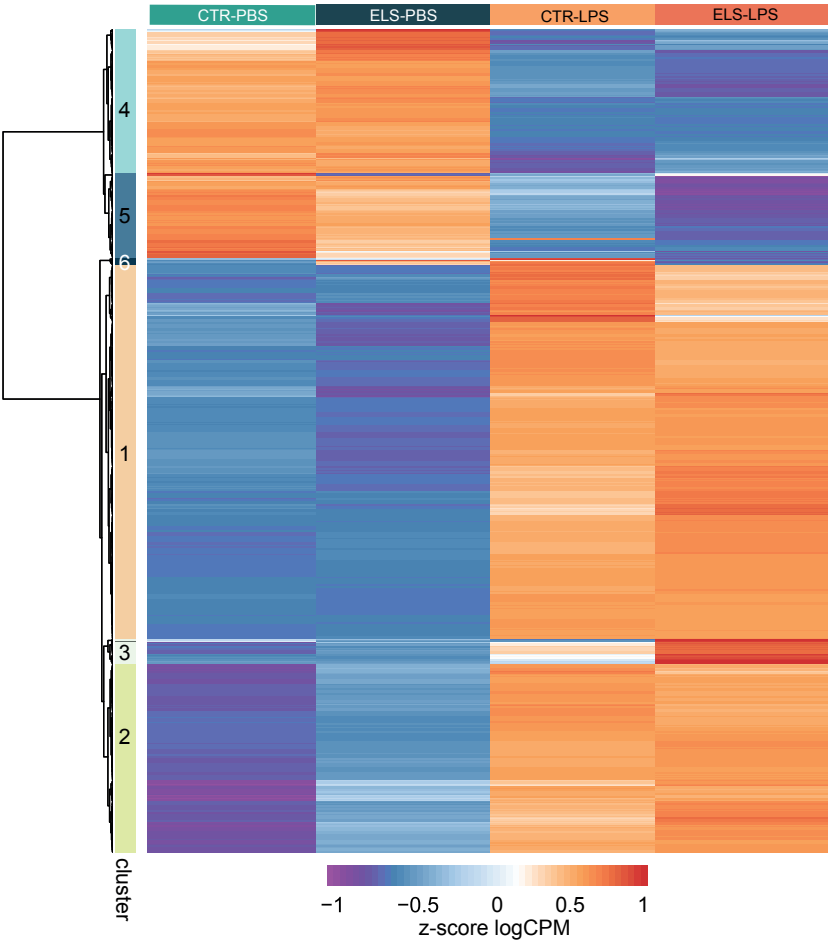

**Supplement:** Supplementary file 4 — Figure S3

How the deposited data were processed for this re-analysis (not part of the article)

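Poly-A RNA of sorted hippocampal microglia was sequenced from 50 male mice in 6 groups, 12 P9-CTR, 13 P9-ELS, 7 P200-CTR-PBS, 6 P200-ELS-PBS, 7 P200-CTR-LPS and 5 P200-ELS-LPS mice. The authors trimmed the reads, mapped them to GRCm39 with STAR and counted the unique reads within exons per gene with HTSeq, and the deposited values are these raw counts per gene, without normalization and with 1 library per mouse. The paper gives neither the annotation release nor the strand setting of the counting in its text. Gene positions were taken from a GENCODE annotation of the same genome build, in which 52610 of the 53700 genes were found.

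The mice were grouped by the age, condition and treatment of their labels. The number before the point in a mouse label was treated as the nest, which the paper's text does not define. The total count per mouse was between 5152838 and 42231258. Counts near 0 in single mice limit the precision of genes with low expression, and the error given for each group covers the spread between mice.

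Counts were normalized with the TMM method of edgeR 4.0.16 in R 4.3.3. Genes with at least 1 CPM in more than 2 of the 50 mice were kept, which left 16696. A mean for each of the 6 groups was fitted to all mice, and contrasts of these means were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. DEGs had an adjusted p under 0.05 and an absolute log2 fold change above 1. The standard error of a log2 fold change was its absolute value divided by the square root of the quasi-likelihood F statistic. It is only a rough measure where 1 group has no counts, as for Trem1 at P9. Log2 CPM used a prior count of 2. The test was checked on simulated data with 200 changed genes and a true log2 fold change of 2. It recovered 164 of them (82%) with 4 false calls, and edgeR's likelihood-ratio test recovered 171 with 12 false calls. DESeq2 recovered 179 with 24 false calls. The simulated counts held no differences between nests, no library with few detected genes and no changed genes of low expression. False calls in the real data may therefore be more. There, other splits of the PBS-injected mice gave a median of 62 genes in the likelihood-ratio test.

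Principal components, module and list scores and permutation tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Permutation tests with groups under 10 mice enumerated all assignments, and the others used 100000 resamples, all two-sided. The genes named in the text are those that the paper names for these comparisons and, for each comparison, the 3 largest increases and the 3 largest decreases among DEGs whose groups did not overlap and whose mean log2 CPM was at least 1. This rule was set before the data were examined. Ddit4 is also treated beyond it because of its interaction of age and condition.

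The alternatives were edgeR's likelihood-ratio test, the robust quasi-likelihood test, DESeq2 1.42.0 with its size factors, these size factors in edgeR, 3 other filters, fits of the groups compared alone, counts summed per nest, limma 3.58.1 with voom and the nest as random effect, a replicate block, a log2 fold change threshold of 0.1, and fits that each left out 1 P200 mouse. Fits that each left out 1 P9 mouse, and 1 without the 2 P9 mice with the fewest detected genes, were added after seeing the data. Gene ontology enrichment and the co-expression network were not recomputed, because the term annotation and the network software were not available. The module genes were taken from Table S6, the cell-type and primed genes from Table S2 and the cluster 3 genes from Fig. 3E. Morphology, phagocytosis, cytokine and human measurements have no deposited counts and were left out.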

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

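The genes examined for single mice far from their group were picked after their values had been seen, and the gene lists for Ddit4 were written after Ddit4 had been seen. Of 56 group and measure pairs examined, 6 had a mouse far from the others, where 2.8 are expected by chance, so single cases below carry little weight.

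At P9, 1 P9-ELS mouse had a total count of 5152838 and 12482 detected genes, and another of its nest 15731 detected genes, against 18015 to 20093 in the other P9-ELS mice. Without both, in a fit chosen after seeing the data, 0 genes passed between P9-ELS and P9-CTR (684 at an unadjusted p under 0.05). No biological explanation was tested.

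The total count of the CTR-LPS mouse 1.3 was 42231258, far above the 13900212 to 24367751 of the other CTR-LPS mice. The counts were normalized for library size, and the number of DEGs between LPS and PBS in CTR stayed between 1398 and 1618 in the 25 fits that each left out 1 P200 mouse. No biological explanation was tested.

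The CTR-PBS mouse 1.1 had 12854 detected genes, against 17424 to 19727 in the other CTR-PBS mice. Its group is compared with ELS-PBS, so that a library with few detected genes is a candidate explanation of DEGs at P200. Without this mouse 1 gene passed in place of 26, but leaving out any of 3 other PBS-injected mice also left 1 gene. The quasi-likelihood count thus cannot tell this library apart from those 3. Over all fits without 1 P200 mouse the count was 1 to 75. In the likelihood-ratio test 117 genes passed without it, within the 96 to 240 genes of the 13 fits that each left out 1 PBS-injected mouse, and 107 of the 117 were among the 191 found with all mice. Of the 13 fits 1 gave fewer genes. Of 117 tested genes that the paper's Table S4 gives as higher in ELS-PBS, 53 had 0 counts in this mouse. This library thus contributes to the larger number, though most of the genes passed without it. Over the P200 mice, the second principal component of all 50 mice was related to the number of detected genes (r = 0.705, permutation p = 0.0193, adjusted p = 0.0331 over 12 correlations). Spearman's rho was 0.069 (permutation p = 0.741) and r was -0.141 without the 2 farthest mice, so for this component the relation rests on those mice. Other components were related to the number of detected genes without them. Over the P200 mice the first component had an r of -0.665 (permutation p = 3e-05, adjusted p = 0.00012, rho = -0.659 with permutation p = 0.00034), and -0.606 without the 2 farthest. Over the P9 mice r was -0.802 with the first (permutation p = 1e-05, adjusted p = 6e-05, rho = -0.796 with permutation p = 2e-05) and -0.771 without the 2 farthest. With the second it was 0.918 (permutation p = 1e-05, adjusted p = 6e-05, rho = 0.895 with permutation p = 1e-05) and 0.854. The number of detected genes is therefore part of the main components at both ages. No biological explanation was tested.

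In the CTR-LPS mouse 1.2 Gfap was at -3.423 log2 CPM, the value of a count of 0, against 0.159 to 2.417 in the other CTR-LPS mice. Serpinb6b was at -2.787 in the ELS-PBS mouse 11.1 and at -0.417 in 1 CTR-LPS mouse, where all other mice of these groups had a count of 0. These genes are near the limit of detection, where 1 mouse with a few counts stands apart from mice with none. They are markers of other cell types in the paper's terms. Contamination of single sorted samples could not be tested for 1 gene in 1 mouse. Over the PBS-injected mice, RNA from other brain cells was examined with the mean of the neuronal, astrocytic and oligodendrocytic lists as a covariate, which left 17 DEGs. As 26 of 40 random covariates, a control chosen after the result was seen, went as low, this cannot be told apart from the loss that any covariate brings.

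Ddit4 was at 4.378 log2 CPM in 1 ELS-LPS mouse, below the 5.041 to 5.237 of the other ELS-LPS mice. A span this narrow puts a modest difference far outside, and no biological explanation was tested for this mouse.

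The change with age differed between ELS and CTR for 5 genes in the interaction test, Ddit4, Gm29927, Plet1, Slc10a6 and Vwa5b2, which were named after their values were seen. In 12 of 100 assignments of whole nests to the conditions, the true one included, as many genes passed, with up to 71 in another assignment. The count is therefore not larger than differences between nests give. By the number of genes at an unadjusted p under 0.05, which was 1712, 3 of 100 assignments gave as many, so that this measure goes the other way. No biological reading is offered. For Ddit4 in PBS-injected mice the difference was 1.96 log2 CPM (exact permutation p = 0.049), with 4 of 6 ELS-PBS mice above every CTR-PBS mouse, and with 1 mean per nest the exact permutation p was 0.0317. In LPS-injected mice it was 0.253 (exact permutation p = 0.561). Ddit4 may respond to glucocorticoids or to cell isolation. The glucocorticoid list of 11 genes differed by 0.221 in mean z-score (exact permutation p = 0.22, ELS above the CTR median in 5 of 6 mice), and the list of 12 genes induced by cell isolation by 0.115 (exact permutation p = 0.64, 3 of 6 mice). No list passed the adjustment over 10 tests (smallest adjusted p 0.56). Neither list thus showed a shift, which does not exclude a shift smaller than these mice could show.

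The cluster 3 score rose 0.777 more with LPS in ELS than in CTR (exact permutation p = 0.0238). Its genes were picked by the paper from these mice, so the test cannot tell a stronger response from the selection. In the fits that each left out 1 ELS-LPS mouse it was between 0.585 and 0.953.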

How the results depend on the processing

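The alternatives were set before the data were examined, apart from 3 covariates, the likelihood-ratio fits that each left out 1 PBS-injected mouse and the fits that left out P9 mice, which were chosen after seeing the data. The cause of a change was not tested unless a test is named.

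The correlations of age, treatment and condition, each with its strongest component, kept their side of the threshold under all alternatives run. Treatment with the second component, at an adjusted permutation p of 0.045, lost it with filterByExpr (0.054) and with genes scaled to unit variance (0.96), in a range from 6e-05 to 0.96 over the alternatives. The sign of a component is arbitrary and was not compared. The numbers of DEGs with age and with LPS in each condition and those shared by both stayed within 1.5 times the reported number, apart from the exceptions given here. The number of DEGs between ELS-PBS and CTR-PBS mice stayed within that range in 10 of 39 alternatives.

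With edgeR's likelihood-ratio test, 1 gene passed between P9-ELS and P9-CTR, 191 between ELS-PBS and CTR-PBS and 10 between ELS-LPS and CTR-LPS, 29 in the interaction with age and 66 in that with LPS. At an unadjusted p under 0.05 the reported counts of 0 had 914 genes at P9, 798 in LPS-injected mice and 980 in the LPS interaction. The log2 fold change of Trem1 was 5.43 (adjusted p = 0.00662, over the alternatives 0.00112 to 1, the fits without P9 mice included) and that of Gas6 1.16 (adjusted p = 0.00885, over the alternatives 0.00885 to 0.193). With DESeq2's Wald test and its size factors the counts were 148 in PBS-injected and 2 in LPS-injected mice, 20 in the age and 11 in the LPS interaction, and Gas6 had 1.15 with an adjusted p of 0.0134. DESeq2's size factors in edgeR gave 6 DEGs between ELS-PBS and CTR-PBS mice.

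When only genes with a count of 0 in at most 2 mice were kept, 3 genes passed between ELS-PBS and CTR-PBS, 2294 with age in CTR, 2365 in ELS, 1486 in both and 1 in the age interaction. For genes called in 1 condition, there were then 480 lower with age in CTR and 372 higher in ELS, 187 lower and 218 higher with LPS in CTR, and 106 higher with LPS in ELS. The filterByExpr filter gave 2 DEGs between ELS-PBS and CTR-PBS mice, and so did the fit with no filter (2). With no filter, genes called with age in 1 condition numbered 1666 lower and 1056 higher in CTR, and 1199 lower and 1338 higher in ELS.

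When only the groups compared were fitted, 0 genes passed between ELS-PBS and CTR-PBS and 0 in the age interaction, where 1622 and 1712 had an unadjusted p under 0.05 in the reported fit, and 187 lower and 223 higher genes were called with LPS in CTR alone. With counts summed per nest, 7 genes passed between ELS-PBS and CTR-PBS and 0 in the age interaction, and Gas6 had 1.32 with an adjusted p of 0.0464. With limma-voom and the nest as random effect, 0 passed between ELS-PBS and CTR-PBS mice.

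With a threshold of 0.1 on the log2 fold change, 7356 genes passed with age in CTR, 7045 in ELS and 5338 in both, and 2493 with LPS in CTR, 2059 in ELS and 1355 in both. Genes called in 1 condition numbered 927 higher with age in CTR, 540 lower with LPS in CTR and 375 higher with LPS in ELS.

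The replicate block, with the nest as block in the P200 mice, gave 1258 DEGs with LPS in CTR against 1450 without the block, 1244 against 1243 in ELS and 807 against 898 in both. The LPS interaction had 0 genes either way (980 with an unadjusted p under 0.05 in the reported fit). Genes lower with LPS in CTR alone numbered 169 with the replicate block, and genes higher with LPS in ELS alone 117 without it. Mice of the same nest had a mean correlation of 0.024 over 15 pairs, against -0.005 over 64 other pairs.

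Leaving out each P9 mouse in turn (25 fits), 0 to 1 genes passed between P9-ELS and P9-CTR (691 to 1117 at an unadjusted p under 0.05), and 1 to 3 in the likelihood-ratio test. The log2 fold change of Trem1 was 4.76 to 5.57, with an adjusted p of 0.201 to 0.648 in edgeR's quasi-likelihood test and 0.00112 to 0.0455 in its likelihood-ratio test.

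Covariates chosen after seeing the data gave 17 (other brain cells), 1 (log2 total count) and 9 (genes detected) DEGs between ELS-PBS and CTR-PBS mice. The difference between the microglia list and the highest other list was 3.969 with genes of a single list and 1.138 with medians over genes. In LPS-injected mice alone the correlation of the purple eigengene with condition was 0.418 (permutation p = 0.192).

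Leaving out each P200 mouse in turn (25 fits), the number of DEGs was 0 to 0 at P9, which these fits hardly touch, 1 to 75 between ELS-PBS and CTR-PBS (most in the fits with 75, 68 and 45) and 0 to 1 between ELS-LPS and CTR-LPS. It was 4239 to 4436 with age in CTR, 4121 to 4489 in ELS and 2988 to 3205 in both, 1398 to 1618 with LPS in CTR, 1096 to 1465 in ELS and 756 to 924 in both. The age interaction had 0 to 5 genes and the LPS interaction 0 to 4. In 1 condition alone, genes with age numbered 650 to 926 lower and 384 to 526 higher in CTR, and 578 to 719 lower and 513 to 629 higher in ELS. With LPS they numbered 254 to 370 lower and 292 to 478 higher in CTR, and 187 to 305 lower and 153 to 236 higher in ELS. The cluster 3 score was 0.585 to 0.953 over 5 fits and lost its p under 0.05 in 3, at 0.779, 0.776 and 0.585. The log2 fold change of Trem1 was 5.43 to 5.46 in these fits, which keep all P9 mice, and that of Gas6 1.06 to 1.31, and 4 fits passed the threshold, at 1.16, 1.23, 1.31 and 1.16. The likelihood-ratio test called 96 to 240 genes between ELS-PBS and CTR-PBS in the 13 fits that left out 1 PBS-injected mouse.

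The change of Acod1 with age in CTR was -0.2 to 3.74 over the fits without 1 mouse. The other reversals were in differences of the LPS change between ELS and CTR, on the log2 scale. With counts summed per nest this difference was -0.27 for Clec4e, 0.02 for H2-Q4, 0.1 for Ralgds, 0.03 for Trpm5 and 0.12 for Tspan8. With the replicate block it was 0.46 for Zc3h12d, 1.18 for H2-Q4, 0.66 for Ralgds and 0.66 for Trpm5, and with DESeq2 0.27 for Ntsr2. Over the fits without 1 mouse it was -2.74 to 0.94 for Zc3h12d, -0.53 to 4.33 for Gpr85, -3.45 to 4.91 for Sdc1, -0.69 to 0.3 for Ralgds, -0.34 to 0.37 for Trpm5, -0.52 to 0.21 for Tspan8, -0.1 to 0.32 for Chst7 and -0.09 to 0.23 for Tgif2. The sign changed for Ralgds in 6 fits (0.06, 0.28, 0.3, 0.05, 0.01 and 0.1), for Trpm5 in 4 (0.37, 0.22, 0.09 and 0.07), for Tspan8 in 9 (0.16, 0.13, 0.03, 0.17, 0.18, 0.05, 0.03, 0.14 and 0.21) and for Chst7 in 7 (-0.04 in 4 fits, -0.1, -0.07 and -0.06). Over all 162 named gene results, 5282 of 5632 values kept direction and side of the threshold, 235 were weaker, 74 stronger and 41 reversed, and 150 results never reversed. Some of the reversed differences had a narrow range, as for Tgif2, and others a wide one, as for Sdc1. Why directions reversed was not tested.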

Differences from the paper's values

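Between P9-ELS and P9-CTR mice 0 genes passed, against the paper's 1, with 914 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the likelihood-ratio test gave 1 and the others 0. The fits among them that left out 1 P200 mouse hardly touch this comparison. In 25 fits that each left out 1 P9 mouse, chosen after seeing the data, 0 to 1 genes passed. For Trem1 the adjusted p was 0.382, against the paper's 0.00496 in Table S3. It was 0.00662 with the likelihood-ratio test, and 0.124 to 1 with the other alternatives set before the data were examined.

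Between ELS-PBS and CTR-PBS mice 26 genes passed, against the paper's 186. The likelihood-ratio test gave 191 and DESeq2 148, both within 1.5 times the paper's number. The other alternatives set before the data were examined, from 0 to 75 genes, did not close the gap. The tables of the paper carry a likelihood ratio. For Gas6 the adjusted p was 0.0564, against the paper's 0.00807 in Table S4, and the likelihood-ratio test gave 0.00885. DESeq2 gave 0.0134 and counts summed per nest 0.0464, and no other alternative set before the data were examined and fitted to all mice came under 0.05.

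The R² of treatment with its component was 0.435, against the paper's 0.67. It was 0.66 in P200 mice alone and 0.517 with genes scaled to unit variance, both within 1.5 times the paper's. With DESeq2's variance-stabilised values it was 0.461, but with the first component, which also carries age (R² = 0.972), and 0.414 with the second, which is outside. It was also outside with the lowest-variance genes removed (0.433), filterByExpr (0.444) and no filter (0.436). The R² of treatment with the second component was 0.134, against the paper's 0.23. In P200 mice alone it was 0.309 and without the 2 mice farthest from the median 0.236, and the other alternatives, from 0.001 to 0.414, did not close the gap. The R² of condition with its component was 0.079, against the paper's 0.15. It was 0.13 in P200 mice alone and 0.101 with variance-stabilised values, and the other alternatives, from 0.076 to 0.085, did not close the gap. The R² of the purple eigengene with condition was 0.36, against the paper's 0.6. It was 0.564 with 1 mean per nest and 0.526 in PBS-injected mice alone, and the other alternatives, from 0.175 to 0.359, did not close the gap. The r found here in all 25 P200 mice is 0.6, with a permutation p of 0.00159, close to the p that the paper prints. The paper's 0.6 may thus be an r, in which case the values match. The nest means and the PBS-injected mice alone are other sets of samples than the paper's.

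The paper names 19 genes of its Table S4, 16 with the gene ontology terms at P200 and 3 as markers of other cell types. Of these 19, Ripk1, Gfap and Serpinb6b passed here, 18 in the likelihood-ratio test and 13 with DESeq2. Stmn3 passed with DESeq2, and Gas6, Trim27, C1qbp and Akirin1 also in single fits without 1 mouse. Prkaa2, which the paper gives as higher at P200 in ELS, had an adjusted p of 0.0646 in edgeR's quasi-likelihood test. It passed in the likelihood-ratio test, with DESeq2 and without the mice 1.1 or 11.1. Of 25 genes named for LPS in CTR 20 passed, without Sema3c, Ndst1, Grip1, Fut9 and Ptprd, and of 24 named for LPS in ELS 19, without Slpi, Optn, Edn1, Sema6a and Cdc6. The likelihood-ratio test called all 25 and all 24. Ndst1, Grip1, Optn and Edn1 also passed with DESeq2, Ndst1 and Sema6a with counts summed per nest, Ndst1 and Optn with the replicate block, and Optn with the filter on counts of 0 and in the fit of the groups compared. Of these 10 genes, Sema3c, Slpi and Cdc6 passed in no fit without 1 mouse, and the others in at least 1.

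The paper lists Shroom2 and Myo5b as changed with age in CTR alone, and Plet1 and Adra1a as changed with LPS in CTR alone. In ELS their adjusted p was 0.0419, 0.0367, 0.0468 and 0.0337 in edgeR's quasi-likelihood test, with a log2 fold change past the threshold. Tnfaip6, listed for ELS alone, had an adjusted p of 0.0423 in CTR. The paper shows the genes of Fig. 3E as rising more with LPS in ELS. The difference was in that direction for 16 of 23 here, and the likelihood-ratio test gave 16, DESeq2 17 and counts summed per nest 19. Among the P200 mice alone, where 16 of these genes were tested, it was 14 with the replicate block and 10 without it. The interaction of none of these genes passed in these fits, apart from 2 in the likelihood-ratio test.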

Other observations

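The tests of genes called in 1 condition only, the overlap with the neuron list, the single mice on the neutrophil list and the control with random covariates were chosen after the results had been seen, and the covariates after the numbers of DEGs but before their own result.

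The comparisons were repeated with other splits of the same mice. Between P9-ELS and P9-CTR all 100 of 100 splits gave as many genes as the true one, which gave 0 (914 at an unadjusted p under 0.05). The same held for ELS-LPS against CTR-LPS (100 of 100, 0 genes, 798 unadjusted) and, with whole nests, for the LPS interaction (100 of 100, 0 genes, 980 unadjusted). With a count of 0 these shares are fixed in advance. By the number of genes at an unadjusted p under 0.05, 27, 54 and 35 of 100 splits gave as many as the true one. At P9 with whole nests assigned to the conditions it was 59 of 100, and other assignments gave up to 93 genes. Groupings of nests other than by condition can thus give DEGs. What the nests of such a grouping share was not tested. For the change with age, 1 of 100 splits, the true one, gave as many genes in CTR and 1 of 100 in ELS, where other splits gave up to 1774 and 2442. For LPS, with mice exchanged within nests, it was 1 of 100 splits in CTR and 1 of 48 in ELS, where others gave up to 708 and 847. Over all tested genes, the groups did not overlap for 17.09% with age in CTR (chance 0.00397%), 11.63% in ELS (0.00737%), 7.49% with LPS in CTR (0.0583%) and 10.01% in ELS (0.433%).

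Between ELS-PBS and CTR-PBS mice, 2 of 100 splits gave 26 genes or more, with a median of 2 and up to 63 in another split. In the likelihood-ratio test 2 of 100 splits gave 191 or more, with a median of 62 and up to 220. The split with 63 and 220 genes moved 12 mice, which nearly exchanges the groups and is close to the true division. Another split that moved 12 gave 1 and 101 genes. With whole nests assigned to the conditions, 2 of 100 assignments gave as many as the quasi-likelihood count of 26, with a median of 4 and up to 27. The assignment with 27 moved 11 mice, and others that moved 11 gave 11 and 16. The difference is thus larger than most splits give, while a likelihood-ratio count of 62 arises between arbitrary groups of these mice. Library size is a candidate explanation: with the log2 total count as a covariate 1 gene passed, and 1 of 40 random covariates went as low. In the likelihood-ratio test 160 genes passed with this covariate, of which 154 were among the 191, and 12 of 40 random covariates went as low. Random covariates gave 1 to 86 genes with a median of 4 in the quasi-likelihood test and 136 to 243 in the likelihood-ratio test. By the rule written for this test the fall to 1 gene fits library size. The quasi-likelihood count falls that far without single mice too, and the median total count was 21896211 in CTR-PBS and 22304746 in ELS-PBS, so the fall is weak evidence for it. For RNA from other brain cells the quasi-likelihood count cannot tell, since 17 genes passed with that covariate and 26 of 40 random ones went as low. In the likelihood-ratio test 194 genes passed with it, 177 of them among the 191, so the larger list was not lost. The overlap with the neuron list used its 276 tested genes that are in no other list. Of the 68 genes lower in ELS-PBS in the likelihood-ratio test, 6 were among them, where 1.12 are expected (Fisher's exact p = 0.000897, adjusted p = 0.0108 over 12 tests).

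The purple eigengene may reflect the number of detected genes or differences between nests. Its correlation with the number of detected genes was 0.278 (permutation p = 0.18, rho = 0.101 with permutation p = 0.63, r = 0.14 without the 2 farthest mice), and with 1 mean per nest its relation to condition had an exact permutation p of 0.0159. Neither explanation was borne out, but the module was picked for this relation in the same mice, so a biological reading remains a hypothesis.

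RNA from neutrophils is a candidate source of Trem1 in P9 mice and of the neutrophil-related genes that the paper lists for ELS-LPS mice. Trem1 and the list of 15 neutrophil genes had an r of -0.093 over the P9 mice (permutation p = 0.496, rho = -0.089 with permutation p = 0.683, r = -0.114 without the 2 farthest). The list was higher in ELS-LPS than in CTR-LPS by 0.421 log2 CPM (exact permutation p = 0.144). In 2 of 5 ELS-LPS mice the list was at -0.775 and -1.527, above the highest CTR-LPS mouse at -2.003, and the other 3 lay within the CTR-LPS mice. The test of group means showed no difference, but RNA from neutrophils in single ELS-LPS mice is not excluded.

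Genes called in 1 condition only may have similar changes on either side of the threshold. Of 2550 such genes with age, 5 (0.196%) had an adjusted interaction p under 0.05, and of 1167 with LPS 0 (0%). At an unadjusted p under 0.05 there were 696 (27.3%) and 323 (27.7%), more than a share of 0.05 and raised by the selection of these genes for a difference. For most of these genes a difference between ELS and CTR was thus not shown, which does not show that the changes were equal. In the likelihood-ratio test 13 of 2678 with age and 53 of 1475 with LPS had an adjusted interaction p under 0.05, so the 0 with LPS depends on the test. Over all genes this test called 66 in the LPS interaction, and 23 of 100 assignments of whole nests gave as many (median 56). For its 29 genes in the age interaction it was 54 of 100 (median 29.5). These likelihood-ratio counts are thus no larger than other nest assignments often give.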
